# The transcriptome of the olm provides insights into its evolution and gene expression

**DOI:** 10.1038/s41598-025-10073-3

**Published:** 2025-08-03

**Authors:** Susanne Holtze, Defne Demirtürk, Oliver Ohlenschläger, Simon Hegele, Kanstantsin Siniuk, Silke Förste, Venket Raghavan, Marco Groth, Martin Bens, Nils Hassel, An Martel, Maja Lukač, Ivan Cizelj, Martin Fischer, Hequn Liu, Thomas B. Hildebrandt, Steve Hoffmann, Arne Sahm

**Keywords:** Molecular evolution, Computational biology and bioinformatics, Evolution, Gene expression

## Abstract

The olm (*Proteus anguinus*), with a predicted maximum lifespan of more than 100 years, is the longest-lived amphibian, which in addition possesses a range of unique adaptations to its dark, subterranean cave habitat. To assess the underlying molecular signatures, we present the first comprehensive transcriptome of the olm. Our study provides gene expression data across six organs and comparative genomics analyses, accessible via an interactive web server: http://comp-pheno.de/olm. The data uncover significant organ-specific gene expression, with the brain showing the highest number of organ-specific expressed genes. Our findings reveal significantly more genes under strong negative selection than positive selection, particularly in brain-specific expressed genes. Processes under positive selection in the olm resemble those in other long-lived species.

## Introduction

The olm (*Proteus anguinus*) is Europe’s only cave-dwelling vertebrate and the only representative of the *Proteus* genus. Olms – as several further amphibian species, especially in the order Caudata—display neoteny, i.e. they retain juvenile characteristics into their adult life. In olms, these characteristics comprise reduced ossification, and the lifelong retention of a tail and of gills, enabling an exclusively aquatic lifestyle^1^. Unlike in the neotenous Axolotl (*Ambystoma mexicanum*), in olms the artificial induction of metamorphosis has not been accomplished^2^. In general, neoteny has been associated with longevity, which is consistent with an average lifespan of 68 years and a predicted maximum lifespan of more than 100 years^3^. Despite their small body size – they reach a length of 30 cm weighing up to 35 g—this even renders them the longest-lived of all amphibian species and a highly interesting alternative animal model of ageing^4^. Olms exhibit a relatively low metabolic rate^5^, however, the causes and molecular mechanisms underlying their longevity are largely unknown. Genomic and transcriptomic studies of amphibians and especially salamanders are challenging due to their large genome size and comparably limited annotation resources; until recently, the 32-gigabase-pair axolotl genome was the largest genome to be sequenced^6^. The genome of the olm is estimated to be even in the range of 50 gigabases^7^.

To address these challenges, we generated a hybrid transcriptome assembly combining Illumina short-read accuracy with Oxford Nanopore long-read contiguity. This approach is more likely to resolve full-length isoforms and low-abundance transcripts potentially critical for identifying longevity-associated pathways, while circumventing biases inherent to either technology alone^8,9^.

## Methods

### Sample collection

The three olm individuals used in this study originated from the Vedrine area (Sinj) in middle Dalmatia (Croatia). They had been found flushed from caves during the strong spring currents and were then transferred to Ghent University (Belgium). Individuals were allowed to acclimatize for 6 weeks. They were housed singly at 11 °C in complete darkness in aquaria containing 3 L of aged tap water and a hiding place. Once a week, the water was replaced and animals fed with tubifex. The animals were clinically healthy and tested negatively for *Batrachochytrium salamandrivorans*, *B. dendrobatidis* and Ranavirus as assessed using qPCR on skin swabs. The three olms whose organs were used in this study served as non-infected control animals to further six ones that were experimentally infected with the *B. salamandrivorans* type strain (AMFP13/1) to assess susceptibility to the disease^10^. Animals were euthanized after 6 months with an intraperitoneal pentobarbital injection. Inner organs were extracted immediately upon death and stored in RNAlater (Thermo Fisher Scientific) at −80 °C. A sample set of six organs, brain, gut, heart, liver, lung, and skin was collected from the three individual olms.

Since 2012, the Zoo of Zagreb has been officially permitted to collect and house olms, which are flushed out in a natural way in the area specified above. These flushed out animals represent a natural minus for the population, as there is no possibility for them to return to the cave system due to the morphology of the terrain. Animal experimental procedures were approved by the ethical committee of the Faculty of Veterinary Medicine (Ghent University) (EC2017/75). This study is performed in accordance with relevant guidelines and regulations. All methods are reported in accordance with ARRIVE guidelines.

### Sequencing

After homogenizing samples using TissueLyser (Qiagen), standard TRIzol RNA extraction was applied followed by DNase I digest and purification Direct-zol RNA Micro Prep Kit (Zymo). RNA was extracted using the Norgen RNA Purification Kit. RNA-seq libraries were prepared using the NEBNext Ultra II Kit. Libraries were prepared from 500 ng of input material (total RNA) using NEBNext Ultra II Directional RNA Library Preparation Kit in combination with NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Multiplex Oligos for Illumina (Unique Dual Index UMI Adaptors RNA) following the manufacturer’s instructions (New England Biolabs). Quantification and quality assessment of libraries were performed using a TapeStation 4200 instrument and a D5000 ScreenTape (Agilent Technologies). Libraries were pooled and sequenced on one NovaSeq 6000 SP 200 cycle run. Sequencing resulted in around > 60 million read-pairs per sample.

Additionally, RNA samples from all tissues of a single individual (p4) were pooled and a barcoded library was prepared using PCR-cDNA Barcoding Kit (SQK-PCB109, Oxford Nanopore Technologies, Oxford, UK) from 50 ng total RNA according to manufacturer’s protocol, with 20 min PCR extension time and 16 cycles. The library was sequenced on R9.4.1 flow cell (FLO-MIN106D; 1,745 pores) using ONT MinION Mk1B device and MinKNOW Software (v23.04.5) for 72 h. Data extraction was performed using Guppy (v6.5.7, Fast model, 450 bps), yielding 9.66 million high-quality RNA-seq long-reads (6.18 Gbp) with a minimum read length of 200 bp.

### Read preprocessing

Illumina short-reads were adapter-clipped and quality-trimmed using Cutadapt v4.9^11^ and Trimmomatic v0.39^12^. Oxford Nanopore Technologies’ long-reads were error corrected by feeding them together with the preprocessed Illumina short-reads of the matching individual into Ratatosk v0.9.0^13^.

### Assembly and annotation

A hybrid transcriptome assembly was created using Trinity v2.15.1 with the “–long_reads” parameter, “–max_memory 500G” and, otherwise, default settings^14^, based on the corrected long-reads and the short-reads of the same individual. Open reading frames were extracted using TransDecoder v5.5^15^. Functional annotation was performed using the eggNogMapper 2.1.11^16^ with the following parameters: “-m diamond –evalue 0.001 –score 60 –pident 40 –query_cover 20 –subject_cover 20 –itype CDS –translate –tax_scope auto –target_orthologs all –go_evidence non-electronic –pfam_realign none”**.**

### Transcriptome completeness

The completeness of the olm transcriptome and other public amphibian transcriptomes was assessed using BUSCO v5.4.5^17^ with parameters set for vertebrate single-copy orthologs. The following additional species were analyzed with the respective NCBI Transcriptome shotgun ID and Bioproject ID in parentheses: *Ambystoma mexicanum* (GFZP01, PRJNA378982), *Hynobius chinensis* (GAQK01, PRJNA229834), *Batrachuperus yenyuanensis* (GHDZ01, PRJNA515112), *Taricha granulosa* (GHKF01, PRJNA505885), *Bolitoglossa vallecula* (GHME01, PRJNA419601), *Salamandra Salamandra* (GIKK01, PRJNA607429), *Tylototriton wenxianensis* (GESS01, PRJNA323392).

### Positive selection analysis

The haplotype caller of GATK v4.2.1 with default settings^18^ was used to identify variant sites in the three individuals examined. Subsequently, bcftools v1.19^19^ was used to replace nucleotides at variant sites in the transcriptome sequence with ‘N’ characters. Positive selection analysis was conducted using PosiGene v0.1^20^ with the olm both as reference and anchor species and “-min_ident = 70.00” requiring each orthologous sequence to show at least 70% identity with the respective olm sequence. PosiGene calls internally Gblocks v 0.91b^21^ with “t = c”, “b4 = 30”, and “b2” set to the number of sequences (= species) in the alignment. Besides the coding sequences of the olm, public coding sequences of the amphibian species mentioned above in the ‘Genome completeness’ sub-chapter were used as input. HA.foreground.omega values (*d*_N_/*d*_S_) were used as input for a gene set enrichment analysis using the R clusterprofiler package^22^. The resulting gene ontology terms were further summarized using the rrvgo R package^23^. Genes showing overall *d*_N_/*d*_S_ > 1 for the olm with PosiGene (branch-site test) were further validated using hyphy v2.5.8 aBSREL on the respective alignment. Overall *d*_N_/*d*_S_ ratios were calculated by adding the products of the *d*_N_/*d*_S_ values of each rate class with the proportion of the respective rate class. Only genes showing *d*_N_/*d*_S_ > 1, both, with PosiGene (branch-site test) and hyphy aBSREL were reported as potentially positively selected.

### Gene expression analysis

For each gene that was functionally annotated, the longest transcript was chosen as its representative. Preprocessed reads were mapped against this filtered reference using bwa mem^24^. Quantification was performed using featureCounts v2.0.3^25^. Organ-specific genes were determined by testing the samples of the respective organ against all other samples using DeSeq2 v1.34^26^. Fold-changes were adjusted using the lfcshrink function, with the apeglm shrinkage estimator. A gene was counted as organ-specific if it had an FDR < 0.05 and a higher gene expression with a fold-change > 2. Fold-Changes were used as input for a gene set enrichment analysis using the R clusterProfiler package v4.2.2^22^.

### Protein structure predictions

Structure predictions of NDUFS4 were performed using the AlphaFold3 web server with default options^27^. For graphical representations the program ChimeraX^28^ was used. The Matchmaker algorithm as implemented in ChimeraX was employed to calculate the superimpositions of the predicted models of human and olm NDUFS4 with the recently released cryo-EM model of *Mus musculus* NDUFS4 in the I2 + III2 supercomplex^29^ (PDB code 8UCA).

## Results and discussion

We sequenced 14 olm samples covering six organs across three individuals using Illumina short-read technology. Additionally, we employed Oxford Nanopore technology to obtain long-reads from one individual (Table 1, Supplement Table S1).

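The 14 samples held brain, gut, heart and skin from 2 olms each and liver and lung from 3, so that every organ stands for 2 or 3 of the animals p4, p5 and p6. The animals were non-infected controls of an infection study, and their organs were kept in RNAlater. Poly(A)-selected RNA was read from both ends in 1 run, and Supplement Table S1 counts 60903698 raw reads in the p4 brain sample, the fewest, and 75714522 in the p6 lung sample, the most. The authors trimmed the reads, aligned them with bwa mem to the longest transcript of each annotated gene and counted them with featureCounts. The deposited values are TPM of 18924 genes that sum to 1000000 in each sample. The text states neither how TPM were computed nor whether reads with the same molecular identifier were merged. For comparisons between organs, TPM were divided in each sample by the median ratio to the geometric mean of the 13067 genes above 0 in every sample, which gives the values called normalized TPM here. The divisor was highest in brain, at 2.14 in the p4 sample, and 0.519 to 0.740 in the lung samples. Without it the log2 fold change of a gene would shift by a median of 1.03 in brain, 0.29 in heart, -0.38 in liver and -0.61 in lung. Each organ was compared with all other samples together by limma on log2(normalized TPM + 1), a scale that understates the change of genes near 0. The 16317 genes with a TPM of at least 1 in at least 2 samples were tested. Titles, Table S1 and Fig. 2 give each sample the same organ, while the tissue fields of the deposited sample records exchange gut with heart and liver with lung. The organs of the titles are used here. NKX2-5, a transcription factor of heart muscle, reached 229.0 normalized TPM or more in the samples titled heart and at most 1.96 elsewhere. SFTPB, a surfactant protein of the lung, reached 29.8 or more in those titled lung and at most 2.84 elsewhere. The animal differs for 2 samples. The second gut sample is from p5 in its title and from p6 in Table S1, and the second heart sample is from p6 in its title and from p5 in Table S1.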

**Table 1:** Illumina RNA-seq conducted in the olm (each > 60 million reads per sample).

Tissue	Brain	Gut	Heart	Liver	Lung	Skin
# Samples	2	2	2	3	3	2

### De novo transcriptome assembly of the olm

We performed a hybrid transcriptome assembly by combining Oxford Nanopore Technologies’ long-reads with Illumina short-reads. Initially, the error-prone long-reads were corrected using the more accurate short-reads with Ratatosk^13^. Then both long-reads and short reads were fed into Trinity^15^ resulting in 541,591 assembled transcripts (N50 = 1,402 bases) that were classified by Trinity into 370,474 ‘gene’ groups. We extracted open reading frames using TransDecoder^15^. Functional annotation with eggNogMapper^16^ identified 40,749 annotated transcripts (N50 = 3,313 bases) corresponding to 18,924 protein-coding genes (5.1% of Trinity’s original ‘gene’ groups, see above). All subsequent analyses were conducted with this filtered set of sequences.

The completeness of the transcriptome was estimated at 93.9% using BUSCO, based on conserved single-copy vertebrate genes (see Fig. 1 for a comparison with other publicly available amphibian transcriptomes on NCBI). Although no genome or transcriptome for the olm is available on NCBI, we identified one study containing an olm transcriptome assembly in its supplemental data (Bartas et al. 2021). However, this transcriptome is based on only 5.6 million reads, resulting in a completeness of 27.4% as estimated by the same BUSCO approach used for other assemblies (cf. Fig. 1).

**Fig. 1:**
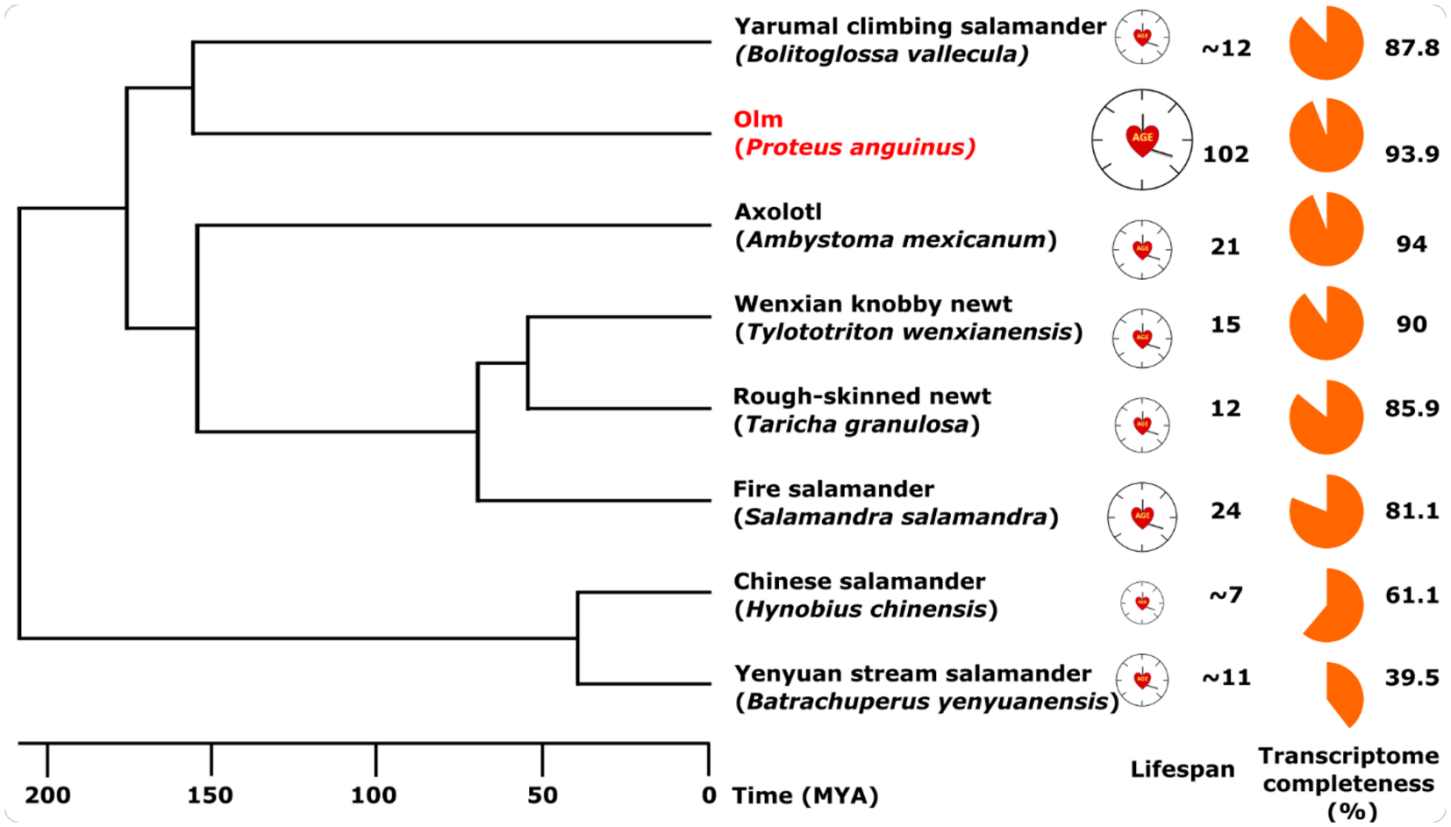
BUSCO-completeness of olm (*Proteus anguinus*) transcriptome assembly in comparison to other Amphibian (Caudata) transcriptomes available at NCBI. Lifespans were taken from AnAge^30^.

### Gene expression atlas

Next, we determined the expression levels of all genes for which transcripts could be reconstructed (Supplement Table S2). 

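Transcripts of red blood cells and of iron storage took the largest shares of expression in several organs. HBE1, which encodes a globin chain of hemoglobin, held 41.4% to 53.4% of all TPM in the 3 lung samples and 12.8% and 13.4% in the 2 heart samples. FTL, the light chain of the iron-storing protein ferritin and named after its share was seen, was the most abundant gene of every liver and gut sample. Its share of TPM was 19.4% to 32.1% in liver and 10.9% and 16.0% in gut. The 10 most abundant genes together held 12.8% and 20.9% of TPM in the brain samples and 60.5% to 67.9% in the lung samples. A TPM of at least 1 was reached by 15252 and 15518 genes in brain and by 9351 to 11038 genes in lung. In normalized TPM, HBE1 stood at 776758 ± 236699 (SD, n = 3) in lung and 39184 ± 41573 (SD, n = 11) elsewhere, a log2 fold change of 5.18 (standard error 0.98, adjusted p = 0.0163 from limma). Its difference did not pass without the p4, p5 or p6 lung sample (adjusted p = 0.111, 0.0693 and 0.11), with TPM as deposited (adjusted p = 0.0554) or after quantile normalization (adjusted p = 0.367). Of 18 listed genes of red blood cells, 4 were measured and 2 of them were higher in lung (2 when adjusted over the list alone). The list had a median log2 fold change of 2.56 and an adjusted p = 0.0115 from camera with a preset correlation of 0.01 (adjusted p = 0.279 with an estimated correlation and 0.0909 after quantile normalization). The 1998 rows of Supplement Table S2 that could be compared match the deposited TPM of all 14 samples within a relative difference of 1e-05.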

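Samples of 1 organ shared their abundant transcripts, and 2 of the 3 lung samples also shared some with liver. Over the 941 genes with a mean TPM above 100, the mean Euclidean distance on log2(TPM + 1) was 30.2 for the 10 pairs of samples from the same organ and 74.2 for the other 81 pairs (one-sided permutation test with 100000 resamples, p = 1e-05, the smallest they can give). The nearest sample was one of the same organ for all 14 samples, and for 12 of 13 without the p5 or without the p6 lung sample. It was so for 13 of 14 samples over all 16317 tested genes and over the genes above 100 TPM in any sample. The p5 lung sample lay 33.6 from the p5 liver sample and 48.8 from the p4 lung sample, and the p6 lung sample 39.7 and 40.5 from the same samples. The p4 lung sample lay at least 66.3 from every sample of another organ. The mean distance was 50.6 between liver and lung and 51.4 between heart and skin, the 2 smallest of the 15 organ pairs. Complete linkage gave a branch of its own to 5 of the 6 organs, all but lung. Plasma protein genes of the liver were among the transcripts that the p5 and p6 lung samples shared with liver. KNG1, the precursor of kinins in blood plasma, stood at 1259 and 942 normalized TPM in the p5 and p6 lung samples, at 27.4 in the p4 lung sample and at 5787 to 13193 in liver. TF, the iron carrier transferrin, differed from these genes, with 25997 normalized TPM in the p4 lung sample and 14774 and 15972 in the p5 and p6 lung samples.

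**Figure D1:**
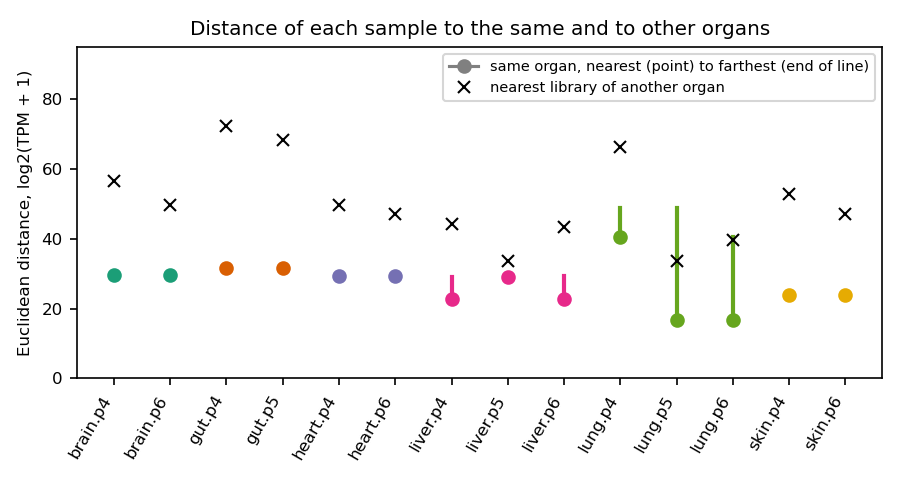
Euclidean distance of each of the 14 samples on log2(TPM + 1) of 941 genes, with points for the nearest sample of the same organ, line ends for the farthest one and crosses for the nearest sample of another organ. Each point lies under its cross, while the lines of the p5 and p6 lung samples reach 48.8 and 40.5 and their crosses lie at 33.6 and 39.7.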

Clustering the samples by expression levels showed that samples of the same organ were always more similar to each other than to other respective samples (Fig. 2a). A principal component analysis (PCA) yielded similar results, although heart and skin samples exhibited high similarity to each other in this analysis. 

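MYH1, TNNI2 and CKM, genes of skeletal muscle, were highest in the skin samples and were also found in the heart and brain samples. On the first and second component of centred log2(TPM + 1), with 46.5% and 18.6% of the variance, heart and skin lay 4.79 apart, the smallest distance of the 15 organ pairs. Brain and skin followed at 10.2 and brain and heart at 13.9, and brain and liver were farthest apart at 84.4. Heart and skin ranked 2 among the pairs with normalized TPM, with genes as z-scores and without the p4 gut sample, and 3 without the p4 brain sample. The lowest loading on the first component belonged to MYH1, a fast myosin heavy chain of skeletal muscle, and the highest to APOB, the structural protein of lipoproteins from liver and gut. MYH1 stood at 49294 and 51603 normalized TPM in the p4 and p6 skin samples. It stood at 462 and 11276 in the p4 and p6 heart samples and at 1103 and 14819 in the p4 and p6 brain samples, against at most 491 in gut, liver and lung. TNNI2, the fast form of the inhibitory troponin, stood at 12330 and 14878 in skin, at 1286 and 10822 in heart and at 418 and 2885 in brain, p4 before p6. CKM, the creatine kinase of muscle, reached 1332 and 1673 in skin, 419 and 427 in heart, and 14.4 and 358 in brain. None of these 3 genes passed the test for skin against all other samples (adjusted p = 0.179 for MYH1, 0.188 for TNNI2 and 0.147 for CKM from limma). Each passed when the spread was taken within the 6 organs (adjusted p = 0.00124, 0.00043 and 0.000664). That model, wherever it is used here, also sets the organ against the mean of the other 5 organs in place of all other samples. On the second component, gut stood apart through REG4, a lectin of the intestinal lining, ACSL5 and FABP1.

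**Figure D2:**
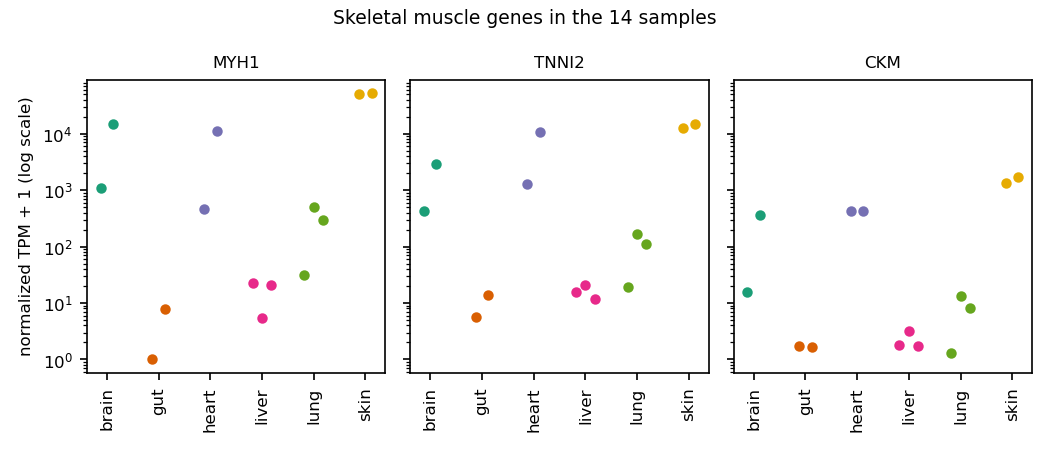
Normalized TPM plus 1 on a log scale of the skeletal muscle genes MYH1, TNNI2 and CKM, with 1 point for each of the 14 samples by organ. Skin samples lie highest for each gene, and the heart and brain points of MYH1 are spread from 462 to 11276 and from 1103 to 14819.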

Brain samples showed the least similarity to samples of other organs in both clustering and PCA (Fig. 2b).

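Neurons need ion channels, and some channel genes of the brain were too low to enter the clustering. Over the genes with a mean TPM above 100, the brain samples lay on average 78.4 from the other 12 samples (one-sided exact permutation test over 91 pairs of samples, p = 0.022), and the gut samples lay 79.0 from theirs. The other 4 organs lay between 68.5 for lung and 75.7 for liver. Of the 91 pairs, 81 join samples of different organs and so keep near samples of the same organ among the others. The test thus sets brain apart from mixed pairs and does not rank it among the organs. Over all tested genes, also on TPM without scaling, the brain had the largest distance, 232.9 against 175.6 for gut (exact p = 0.011, the smallest that the 91 pairs allow). Without scaling, the log2 fold change of a gene shifts upward by a median of 1.03 in brain, which can add to this distance. The distance over all tested genes was not computed with normalized TPM. Over the genes with a mean TPM above 100, the ratio of the brain distance to the largest of the other organs was 0.992. This ratio became 1.16 over genes above 100 TPM in any sample, 1.08 over genes above 100 TPM in every sample, and between 1.01 and 1.03 without either of the gut, heart or skin samples. It fell to 0.954 with normalized TPM, 0.895 without the p4 brain sample and 0.961 without the p6 brain sample, and was between 0.969 and 0.983 without any one of the liver or lung samples. SCN2A, a sodium channel of axons, is a brain gene below the mean of 100 TPM, at 26.7 ± 14.7 (SD, n = 2) normalized TPM in brain and 1.42 ± 2.12 (SD, n = 12) elsewhere, a log2 fold change of 3.68 (standard error 0.58, adjusted p = 0.000385 from limma). KCNA1, a potassium channel that ends action potentials, stood at 19.0 ± 6.81 (SD, n = 2) in brain and 0.864 ± 0.386 (SD, n = 12) elsewhere (log2 fold change 3.41, standard error 0.27, adjusted p = 2.57e-07 from limma). Of 21 listed ion channels of excitable cells, 9 were measured and 3 were higher in brain (3 when adjusted over the list alone). The list as a whole did not pass (median log2 fold change 0.42, adjusted p = 0.114 from camera).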

**Fig. 2:**
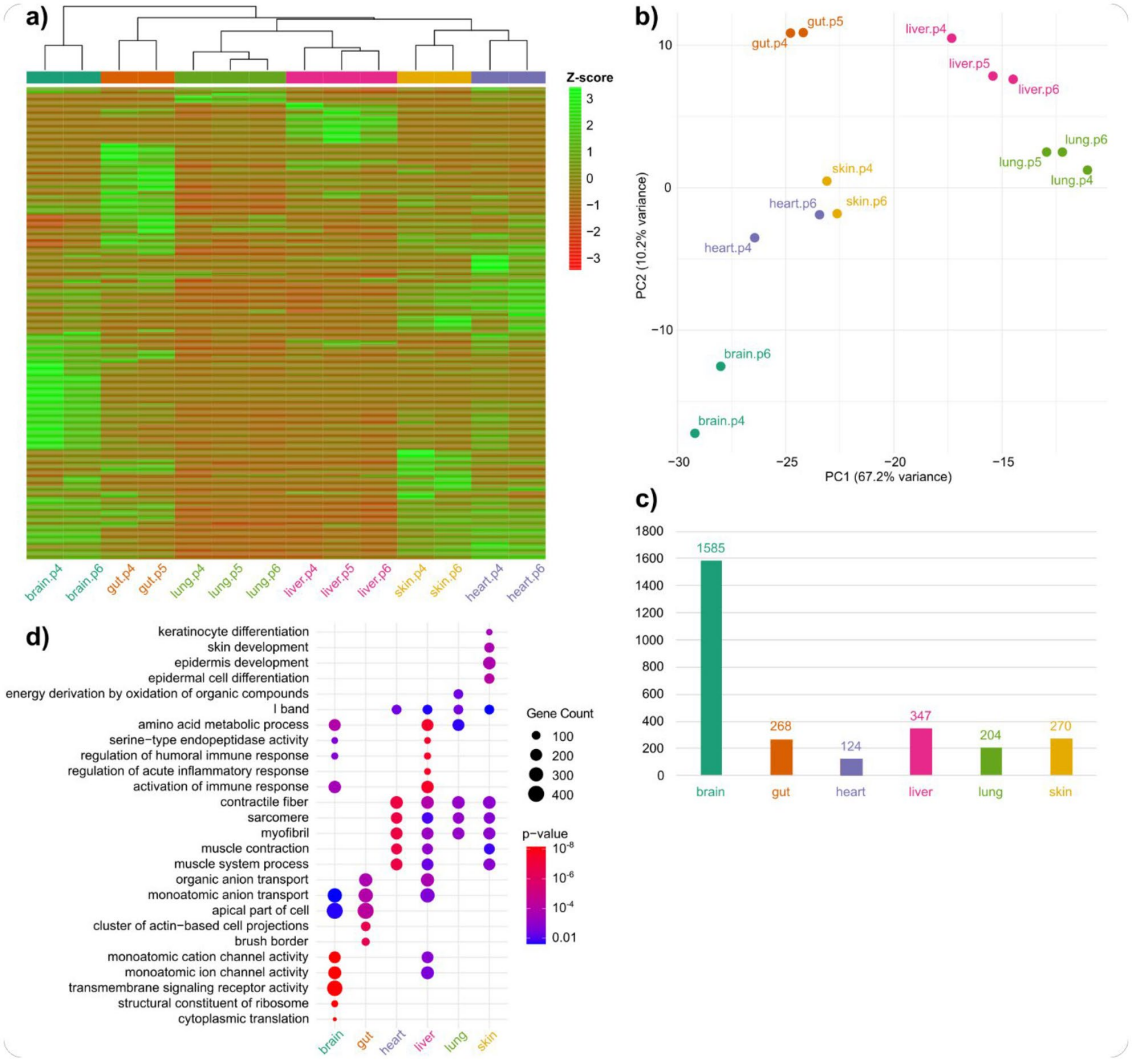
Gene expression in the olm across organs examined. (**a**) Clustering of samples based on the most highly expressed genes (transcript per million value of > 100, n = 723). “p4”, “p5” and “p6” denote different olm individuals examined. (**b**) Principal component analysis using the same data as in a. (**c**) Number of organ-specific genes, i.e. differentially expressed in comparison to all other respective samples (FDR < 0.05, Fold-Change > 2). (**d**) Summary of gene set enrichment analysis of organ-specific genes. Displayed are the five terms per organ with the lowest p-value respectively. Four terms belong to the top-5 of multiple organs resulting in the 26 terms displayed.

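Keratin and fatty acid genes in gut, contractile genes in heart, plasma protein genes in liver, an epithelial phosphate transporter in lung, and galectin and keratin genes in skin were among the genes with large differences. The 8 genes with the largest differences also held globin genes in lung and muscle genes in skin. At an adjusted p under 0.05 from limma and a fold change above 2, 304 genes were higher in gut than in all other samples, 118 in heart, 373 in liver, 134 in lung and 317 in skin. In the same order, 11, 2, 10, 7 and 11 genes were lower. In gut, KRT19, a keratin of simple epithelia, stood at 20123 ± 1886 (SD, n = 2) normalized TPM and at 25.1 ± 27.0 (SD, n = 12) elsewhere, a log2 fold change of 10.13 (standard error 0.84, adjusted p = 1.6e-06). ACSL5, which activates long-chain fatty acids, had a log2 fold change of 10.65 in gut (standard error 0.69, adjusted p = 8.8e-08). FABP1, which binds fatty acids inside the cell, had one of 10.28 (standard error 0.88, adjusted p = 2.2e-06). In heart, TNNT2, the troponin T of heart muscle, stood at 13010 ± 4744 (SD, n = 2) against 10.2 ± 8.33 (SD, n = 12) elsewhere, a log2 fold change of 10.39 (standard error 0.59, adjusted p = 1.2e-07). MYL7, a myosin light chain of the atria, had one of 6.88 (standard error 0.44, adjusted p = 3.64e-07). In liver, ITIH2, a plasma protein that binds hyaluronan, stood at 6213 ± 3990 (SD, n = 3) against 82.2 ± 166 (SD, n = 11) elsewhere (log2 fold change 8.70, standard error 1.496, adjusted p = 0.0037). The p5 lung sample was the highest of the others, at 480. ALB, the main protein of blood plasma, had a log2 fold change of 8.82 (standard error 1.78, adjusted p = 0.0113), with 17819 and 13305 normalized TPM in the p5 and p6 lung samples and 313 in the p4 lung sample. It did not pass without the p4, p5 or p6 liver sample (adjusted p = 0.0929, 0.0537 and 0.0628). In lung, SLC34A2, the phosphate transporter of alveolar cells, stood at 273.8 ± 106 (SD, n = 3) against 7.83 ± 9.35 (SD, n = 11) elsewhere (log2 fold change 5.25, standard error 0.51, adjusted p = 0.000136). In skin, LGALS1, a galectin of connective tissue, stood at 1763 ± 397 (SD, n = 2) against 16.4 ± 18.1 (SD, n = 12) elsewhere (log2 fold change 7.32, standard error 0.99, adjusted p = 0.000438). KRT5, the keratin of the basal epidermis, had a log2 fold change of 7.30 in skin (standard error 1.25, adjusted p = 0.00364), and 6.59 without the p4 skin sample, where it did not pass (adjusted p = 0.184).

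**Figure D3:**
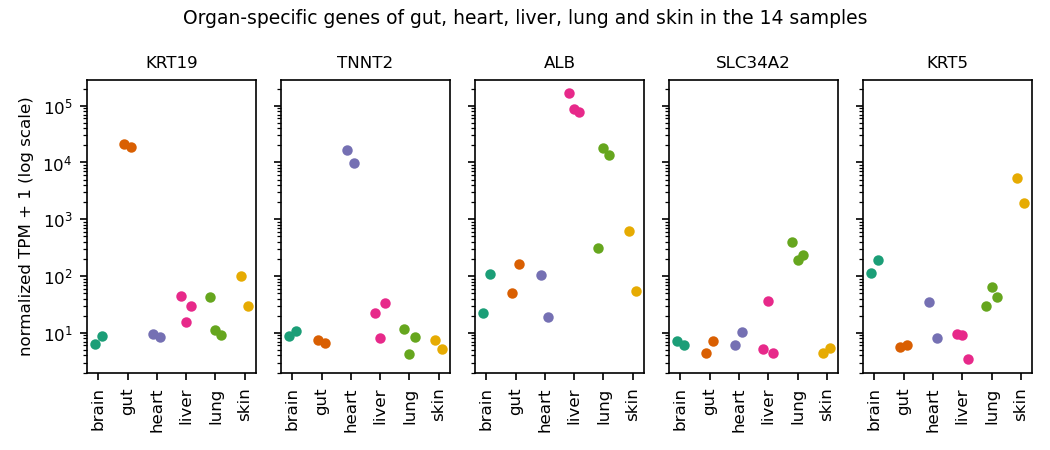
Normalized TPM plus 1 on a log scale of KRT19, TNNT2, ALB, SLC34A2 and KRT5, with 1 point for each of the 14 samples by organ. KRT19 is highest in gut, TNNT2 in heart, ALB in liver, SLC34A2 in lung and KRT5 in skin, and for ALB the lung points reach from 313 to 17819.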

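The numbers of organ-specific genes depended on single samples, because each organ has 2 or 3. Leaving out a gut sample gave 130 genes for gut without p4 and 188 without p5, and leaving out a heart sample gave 20 genes for heart without p4 and 66 without p6. For liver, 183 genes were left without its p4 sample and 225 without its p6 sample, and for skin 84 without p4 and 162 without p6. For lung, 86 genes were left without its p4 sample, 85 without p5 and 56 without p6. With TPM as deposited, lung had 20 higher and 15 lower genes (57.14% higher), against 95.04% higher with normalized TPM. REG4 differed between the 2 gut samples. It stood at 10081 ± 10556 (SD, n = 2) normalized TPM in gut and 5.63 ± 7.12 (SD, n = 12) elsewhere, and passed with a log2 fold change of 10.57 (standard error 0.96, adjusted p = 4.38e-06 from limma). MLIP, a protein of heart muscle nuclei, stood at 104.1 ± 91.8 (SD, n = 2) in heart and 0.246 ± 0.346 (SD, n = 12) elsewhere, a log2 fold change of 6.09 (standard error 0.40, adjusted p = 4.69e-07 from limma). GP2, a mucosal protein that binds bacteria, stood at 1539 ± 1228 (SD, n = 2) in skin and 15.8 ± 10.6 (SD, n = 12) elsewhere (log2 fold change 6.48, standard error 0.64, adjusted p = 2.98e-05 from limma). GPRC5A, a receptor of lung epithelium, had a log2 fold change of 5.46 in lung (standard error 0.70, adjusted p = 0.00093 from limma), and did not pass without the p5 and p6 lung samples together (adjusted p = 0.13), which was tried after the data were seen.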

We then identified genes that were significantly higher expressed in each organ compared to the combined samples of all other organs (organ-specific genes, Supplement Tables S3-S8). 

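Among the genes with large differences in brain were a glutamate transporter, a secreted protein, granins, proteins of synaptic vesicles and an activator of a neuronal kinase. In the limma test, 1822 genes were higher in brain than in all other samples and 549 were lower, the most of the 6 organs in both directions. With TPM as deposited, where the fold changes shift upward in brain, 6579 genes were higher and 27 lower, a share of 99.59% higher against 76.85% with normalized TPM. Without the p4 brain sample 388 genes were higher, 384 of them among the 1822, and the remaining brain sample is then assumed to vary like the other samples. SLC1A3, the glutamate transporter of astrocytes, had the largest log2 fold change of the genes with a symbol, 8.96 (standard error 0.28, adjusted p = 2.71e-11 from limma), with 975 ± 343 (SD, n = 2) normalized TPM in brain and 0.928 ± 0.402 (SD, n = 12) elsewhere. C1QTNF4, a secreted protein, and CDK5R2, the kinase activator, had log2 fold changes of 7.87 (standard error 0.31, adjusted p = 2.65e-10) and 7.06 (standard error 0.39, adjusted p = 7.1e-09). SCG2, a granin of secretory granules, stood at 844 ± 337 (SD, n = 2) in brain and 4.37 ± 3.30 (SD, n = 12) elsewhere (log2 fold change 7.54, standard error 0.69, adjusted p = 1.37e-06). VAMP2, which fuses synaptic vesicles with the membrane, and SYP, a protein of the vesicle wall, had log2 fold changes of 7.21 (standard error 0.46, adjusted p = 2.87e-08) and 6.86 (standard error 0.61, adjusted p = 1.11e-06). CHGB, another granin, had one of 7.28 (standard error 1.48, adjusted p = 0.00293) and did not pass without the p4 brain sample (adjusted p = 0.122). Of 30 listed neuronal and synaptic genes, 13 were measured and 11 were higher in brain (11 when adjusted over the list alone). The neuronal list had a median log2 fold change of 4.97 and an adjusted p = 1.72e-11 from camera (adjusted p = 0.00371 with an estimated correlation). Of 16 listed genes of glia and myelin, 6 were measured and 2 were higher (2 when adjusted over the list alone), SLC1A3 and MBP, the basic protein of myelin. The glia list did not pass (median log2 fold change 0.58, mean 1.87, adjusted p = 0.149). MBP had a log2 fold change of 1.95 (standard error 0.42, adjusted p = 0.0045) and did not pass without the p4 brain sample (adjusted p = 0.195).

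**Figure D4:**
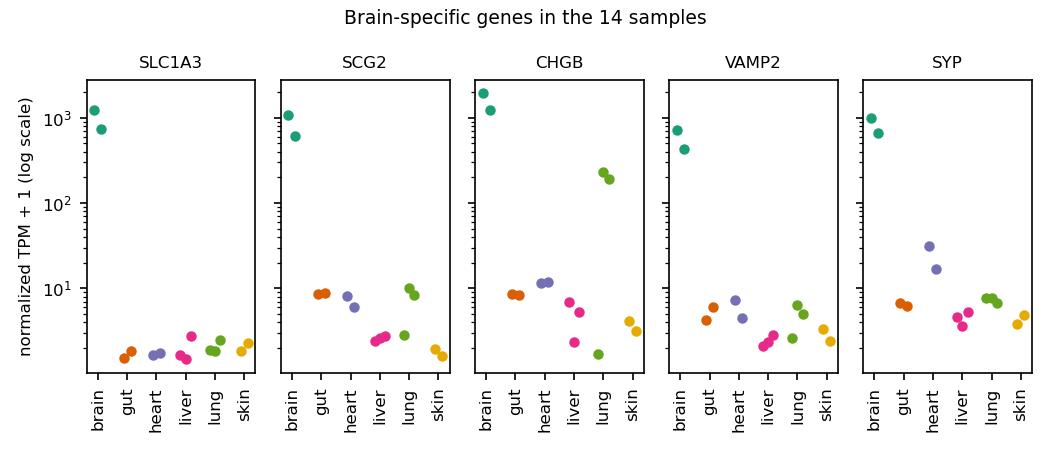
Normalized TPM plus 1 on a log scale of SLC1A3, SCG2, CHGB, VAMP2 and SYP, with 1 point for each of the 14 samples by organ. Both brain samples lie above all others for each gene; for CHGB the highest other sample is at 230.2 and the lower brain sample at 1215.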

Consistent with the clustering and PCA results, the brain exhibited by far the highest number of organ-specific genes (Fig. 2c). These findings are typical for gene expression studies in mammals. For example, in RNA-seq studies of samples from different individuals, organs, and even species, samples usually cluster first by organ. Brain samples are often outliers in RNA-seq studies examining a limited number of organs and typically show the highest number of organ-specific genes^31–33^.

We also systematically analyzed whether organ-specific genes were enriched for gene ontology terms. 

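The liver expressed genes for plasma proteins and for the breakdown of amino acids, the lung genes of its surfactant-making epithelium, and the brain had low levels of ribosomal protein transcripts. Of 24 listed plasma proteins of hepatocytes, 15 were measured and 13 were higher in liver (15 when adjusted over the list alone). Their median log2 fold change was 6.54, with an adjusted p = 1.83e-27 from camera (adjusted p = 0.0738 with an estimated correlation), and 14 of the 15 were also higher in the p5 and p6 lung samples than in the p4 lung sample. Of 31 listed genes of amino acid metabolism, 19 were measured and 12 were higher in liver (12 when adjusted over the list alone). This list had a median log2 fold change of 2.74 and an adjusted p = 7.78e-17 (adjusted p = 0.0267 with an estimated correlation). AGXT, which removes glyoxylate in liver cells, stood at 577 ± 102 (SD, n = 3) normalized TPM in liver and 15.6 ± 29.5 (SD, n = 11) elsewhere, highest in the p5 lung sample at 81.7 (log2 fold change 6.70, standard error 1.06, adjusted p = 0.00214 from limma). TDO2, which opens the ring of tryptophan, had a log2 fold change of 6.36 (standard error 0.81, adjusted p = 0.000493 from limma). Of 14 listed genes of bile acid synthesis and transport, 7 were measured and 1 was higher in liver (4 when adjusted over the list alone). The bile acid list had a median of 2.39 and an adjusted p = 0.000163 (adjusted p = 0.291 with an estimated correlation). Its higher gene was ABCB11, the export pump for bile salts, at 383 ± 86.4 (SD, n = 3) and 16.2 ± 20.3 (SD, n = 11) elsewhere (log2 fold change 5.08, standard error 0.69, adjusted p = 0.000779 from limma). Of 17 listed genes of lung epithelium and surfactant, 5 were measured and 3 were higher in lung (3 when adjusted over the list alone). The lung list had a median of 3.12 and an adjusted p = 1.98e-10 (adjusted p = 0.0267 with an estimated correlation). SFTPB, which spreads surfactant over the air space, had a log2 fold change of 4.84 in lung (standard error 0.34, adjusted p = 7.1e-06 from limma). Of 74 listed cytoplasmic ribosomal proteins, 25 were measured and 18 were lower in brain (23 when adjusted over the list alone). The ribosomal list had a median log2 fold change of -2.11 and an adjusted p = 6.99e-14 (adjusted p = 0.279 with an estimated correlation). RPL11, a protein of the large ribosomal subunit, had a log2 fold change of -2.66 in brain (standard error 0.42, adjusted p = 0.000402 from limma) and did not pass without the p4 brain sample (adjusted p = 0.0539). The size of the ribosomal difference depended on the scaling, with a list median of -0.80 with TPM as deposited (adjusted p = 2.95e-18), -1.25 after quantile normalization (adjusted p = 1.92e-06) and -1.29 without the p4 brain sample (adjusted p = 4.18e-11). RPL5, of the same subunit, went from -2.14 (standard error 0.46, adjusted p = 0.00446 from limma) to -0.84 with TPM as deposited and -0.26 after quantile normalization, where it did not pass (adjusted p = 0.0676 and 0.668), nor without the p4 brain sample (adjusted p = 0.168). RPL21 went from -2.23 (standard error 0.43, adjusted p = 0.00187 from limma) to -0.34 after quantile normalization (adjusted p = 0.522) and did not pass without the p4 brain sample (adjusted p = 0.135).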

Unsurprisingly, many of the most strongly enriched terms represent biological processes or components directly linked to the respective organ. For example, “epidermis development” is linked to skin, “muscle contraction” to heart, and “brush border” to gut (Fig. 2d, Supplement Tables S9-S14). 

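Genes of the brush border were higher in gut and genes of cardiac muscle in heart, also with an estimated correlation, while the epidermis list passed in skin with the preset correlation of 0.01 and not with an estimated one. Of 32 listed genes of the brush border and of intestinal absorption, 14 were measured and 10 were higher in gut (12 when adjusted over the list alone). The brush border list had a median log2 fold change of 5.58 and an adjusted p = 9.89e-36 from camera (adjusted p = 0.00168 with an estimated correlation). SI, which splits sucrose and starch products, stood at 2175 ± 110.2 (SD, n = 2) normalized TPM in gut and 7.15 ± 7.68 (SD, n = 12) elsewhere (log2 fold change 8.59, standard error 0.84, adjusted p = 1.09e-05 from limma). MEP1B, a protease of the brush border membrane, had a log2 fold change of 9.11 (standard error 0.53, adjusted p = 2.41e-08). Of 24 listed genes of cardiac muscle, 8 were measured and 4 were higher in heart (7 when adjusted over the list alone). The cardiac list had a median log2 fold change of 6.94 and an adjusted p = 5.12e-21 (adjusted p = 0.000606 with an estimated correlation). TNNI3, the troponin I of heart muscle, stood at 7906 ± 2022 (SD, n = 2) in heart and 72.8 ± 133 (SD, n = 12) elsewhere (log2 fold change 8.47, standard error 1.42, adjusted p = 0.00634). TNNI3 did not pass without the p4 or the p6 heart sample (adjusted p = 0.279 and 0.112). MYH7, a slow myosin of heart and skeletal muscle, had a log2 fold change of 7.00 in heart and did not pass (adjusted p = 0.248), with up to 1939 normalized TPM in skin. MYH7 passed when the spread was taken within the 6 organs (adjusted p = 0.000373). Of 33 listed genes of the epidermis, 12 were measured and 3 were higher in skin (4 when adjusted over the list alone). The epidermis list had a median log2 fold change of 0.42, a mean of 1.70 and an adjusted p = 0.00121 (adjusted p = 0.279 with an estimated correlation). TGM3, which crosslinks proteins of the outer skin layers, stood at 493 ± 61.1 (SD, n = 2) in skin and 9.09 ± 15.3 (SD, n = 12) elsewhere (log2 fold change 6.65, standard error 1.12, adjusted p = 0.00321). TGM3 did not pass without the p4 or the p6 skin sample (adjusted p = 0.117 and 0.0659). From the terms enriched in each organ, the paper states that many of the strongest are processes or components directly linked to that organ.

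**Figure D5:**
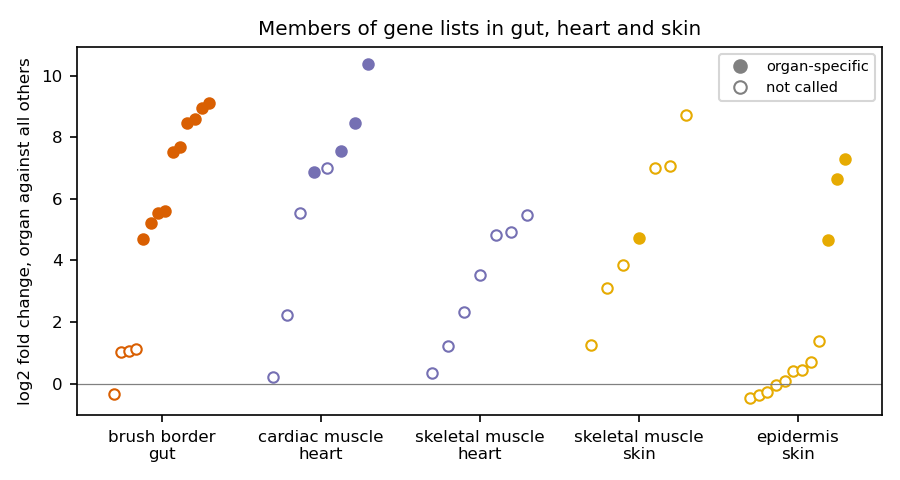
Log2 fold change of each measured list member in the organ named under it against all other samples, with filled points for organ-specific genes and open points for genes not called. Medians are 5.58 for brush border genes in gut, 6.94 for cardiac muscle genes in heart, 3.53 and 4.72 for skeletal muscle genes in heart and skin, and 0.42 for epidermis genes in skin.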

Thirteen out of twenty-six of the most strongly enriched terms are enriched in multiple organs. For example, “activation of immune response” is among the most strongly enriched gene ontology terms in the liver but is also enriched in the brain, albeit with less extreme significance.

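With a preset correlation of 0.01, the lists of skeletal muscle, mitochondrial complex I and mitochondrial translation passed in both heart and skin. The mucus list passed in gut and skin, and the bile acid list in gut and liver. Of 162 tests of 27 gene lists in 6 organs, 24 gave higher and 18 lower expression at an adjusted p under 0.05 from camera. With an estimated correlation, 8 and 0 did, and no list passed in more than 1 organ. Of 19 listed genes of skeletal muscle, 7 were measured, and in skin 1 was organ-specific (5 when adjusted over the list alone), with an adjusted p = 2.88e-06 (0.391 with an estimated correlation). In heart none of the 7 was organ-specific (1 when adjusted over the list alone), with an adjusted p = 0.00643 (adjusted p = 0.839 with an estimated correlation). The list did not pass there without the p6 heart sample (median log2 fold change 1.23, adjusted p = 0.146). Of 38 listed subunits of mitochondrial complex I, 14 were measured. In heart none of them was organ-specific (3 when adjusted over the list alone), with a median of 0.76 and an adjusted p = 0.000525 (adjusted p = 0.821 with an estimated correlation). In skin 1 was organ-specific (7 when adjusted over the list alone), with a median of 1.12 and an adjusted p = 6.22e-07 (adjusted p = 0.343 with an estimated correlation). NDUFV1, which takes up electrons from NADH, stood at 471 ± 90.5 (SD, n = 2) normalized TPM in heart and 143.7 ± 69.8 (SD, n = 12) elsewhere, highest there in skin. NDUFV1 did not pass in heart (log2 fold change 1.83, adjusted p = 0.121 from limma), and passed when the spread was taken within the 6 organs (adjusted p = 0.00312). Of 50 listed genes of mitochondrial translation, 24 were measured. Their median was 0.28 in heart (none organ-specific and none when adjusted over the list alone, adjusted p = 0.025, and adjusted p = 0.849 with an estimated correlation). In skin it was 0.47 (1 organ-specific and 2 when adjusted over the list alone, adjusted p = 0.000363, and adjusted p = 0.499 with an estimated correlation). The value of mitochondrial translation in heart did not pass without the p4 or p6 brain sample or the p6 heart sample (adjusted p = 0.0803, 0.0547 and 0.189). Of 15 listed genes of mucus-secreting cells, 7 were measured and 2 were higher in gut, MUC2 and TFF2, and 3 in skin (2 and 3 when adjusted over the list alone). The mucus list had an adjusted p = 0.00239 in gut and 0.00209 in skin (adjusted p = 0.338 and 0.223 with an estimated correlation). In gut, the bile acid list had a median of 2.05 and an adjusted p = 0.0214 (adjusted p = 0.801 with an estimated correlation), with none of its 7 genes organ-specific (2 when adjusted over the list alone). The gut median of the mucus list was 0.37, its mean 2.04 and its median without the p4 gut sample -0.37. MUC2, the mucin of the intestinal mucus layer, stood at 1055 ± 42.7 (SD, n = 2) in gut and 1.05 ± 0.915 (SD, n = 12) elsewhere (log2 fold change 9.12, standard error 0.41, adjusted p = 1.38e-09 from limma). AGR2, which folds mucins, had 1487 ± 904 (SD, n = 2) in gut and up to 1303 in skin and did not pass (adjusted p = 0.388).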

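Complement proteins of the blood are made mainly by liver cells, and their genes were raised in liver and not in brain. Of 23 listed complement genes, 12 were measured and 11 were higher in liver (12 when adjusted over the list alone). The complement list had a median log2 fold change of 5.06 and an adjusted p = 4.42e-23 from camera (adjusted p = 0.0267 with an estimated correlation). C3, the central component of the cascade, stood at 925 ± 464 (SD, n = 3) normalized TPM in liver and 26.0 ± 54.7 (SD, n = 11) elsewhere (log2 fold change 7.37, standard error 1.34, adjusted p = 0.00527 from limma). Among other organs C3 was highest in the p5 lung sample, at 161.2, and without the p4 liver sample it did not pass (adjusted p = 0.056). C8A, a part of the membrane attack complex, had a log2 fold change of 2.47 in liver (standard error 0.43, adjusted p = 0.00373 from limma). The samples set against brain include liver, and complement is only a part of the immune genes. Its values in brain therefore do not test the paper's statement on the immune response there. In brain none of the 12 was organ-specific (0 when adjusted over the list alone), and their median log2 fold change was -2.34 (adjusted p = 0.0628, and 0.849 with an estimated correlation). With TPM as deposited this median was -1.57 (adjusted p = 1.54e-05), without the p4 gut sample -2.55 (adjusted p = 0.0474) and without the p6 skin sample -2.43 (adjusted p = 0.04). C1QA, which microglia produce in the brain, was the 1 complement gene above 0 there, with a log2 fold change of 2.48 that did not pass (adjusted p = 0.118 from limma). It stood at 37.7 ± 17.3 (SD, n = 2) in brain and 10.2 ± 13.7 (SD, n = 12) elsewhere, and passed with TPM as deposited (adjusted p = 0.0056), with the spread taken within the 6 organs (adjusted p = 0.00424) and without the p5 liver sample (adjusted p = 0.0457). Of 13 listed coagulation factors, 9 were measured and 6 were higher in liver (7 when adjusted over the list alone). Coagulation factors had a median of 1.45 and an adjusted p = 1.08e-13 (adjusted p = 0.0171 with an estimated correlation). Of 25 listed genes of leukocytes, 6 were measured and 1 was higher in liver (3 when adjusted over the list alone). Leukocyte genes had a median of 1.42 and an adjusted p = 0.00385 (adjusted p = 0.279 with an estimated correlation). LCP1, an actin-bundling protein of white blood cells, stood at 253 ± 133 (SD, n = 3) in liver and 54.7 ± 44.6 (SD, n = 11) elsewhere and did not pass (log2 fold change 2.50, standard error 0.67, adjusted p = 0.0722 from limma).

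**Figure D6:**
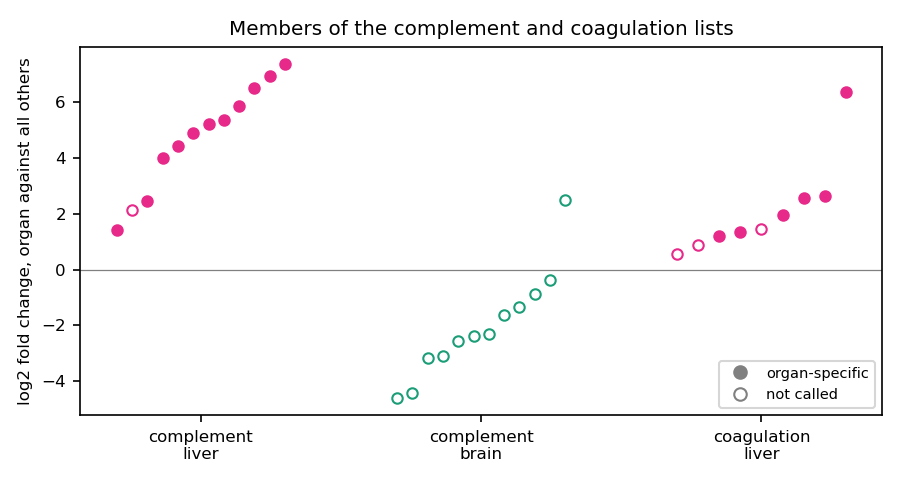
Log2 fold change of each measured complement gene in liver and in brain and of each coagulation factor in liver, against all other samples, with filled points for organ-specific genes and open points for genes not called. The liver points of complement lie above 0, and in brain C1QA at 2.48 is the only point above 0.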

Our study is limited by the small number of biological replicates per organ, which is a consequence of the limited availability of samples of sufficient quality. Despite this limitation, the dispersion plot confirms proper model fit, with estimates decreasing along the mean-normalized count trend (Fig. S1). 

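The requirement of a fold change above 2 mattered most in brain. At an adjusted p under 0.05 alone, 2070 genes were higher in brain, against 1822 with the requirement. The other organs had 307 in gut, 119 in heart, 379 in liver, 135 in lung and 330 in skin at that adjusted p. PANX1, a membrane channel, lay close to the required fold change in brain, with a log2 fold change of 1.34 (standard error 0.32, adjusted p = 0.00868 from limma), and fell to 0.98 (adjusted p = 0.36) without the p4 brain sample. CBLN2, which organises synapses, lay far above it, at 287 ± 20.0 (SD, n = 2) normalized TPM in brain and 1.24 ± 0.779 (SD, n = 12) elsewhere, a log2 fold change of 7.08 (standard error 0.36, adjusted p = 3.1e-09 from limma). On simulated data with 200 raised genes among 16317, the test with both requirements found 79% of the genes in heart to 89% in liver at a log2 fold change of 2, and 95% in gut to 100% in heart at 4. Genes that had not been raised made up 3.68% of its calls in brain and 1.06% in lung, the highest and lowest share. The simulated organs differed only in the raised genes, none of them low, with the spread taken within organs. In the real samples the other organs also differ from each other, so these shares do not carry over to them. FHL2, a cofactor in heart muscle, stood at 759 ± 254 (SD, n = 2) in heart and 6.93 ± 5.42 (SD, n = 12) elsewhere, a log2 fold change of 6.78 (standard error 0.59, adjusted p = 1.13e-05 from limma). Without any correction for multiple tests, 2287 genes in brain and 622 in heart were higher at p under 0.05 with the fold change above 2.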

To minimize the occurrence of false positive organ-specific genes, we additionally applied a filtering criterion with a fold-change requirement of at least 2, in addition to an FDR < 0.05 (see Methods). While simulations indicate that DESeq2 maintains robust false discovery rate control (< 5%) even with low replicate numbers under these conditions, this rigor likely incurred a 20–40% reduction in true positive detection rates, resulting in substantial false negatives^34^. Future research should not only increase the number of biological replicates but also include a broader set of organs to determine whether other organs, besides the brain, have specifically expressed genes that are subject to strong selection pressures.

### Analysis of positive and negative selection

We conducted an analysis of positive and negative selection, comparing the coding sequences of the olm with orthologs in other amphibian transcriptomes (Fig. 1). After applying PosiGene’s orthology pipeline, we retained 3,488 genes for downstream analysis. Using the branch-site test of positive selection^35^, we identified one gene, namely *COL4A5*, as having a significant p-value (< 0.05) after multiple test correction. This gene encodes the α5-chain of type IV collagen, an essential component of extracellular basement membranes in epithelial organs^36^. An intact *COL4A5* gene is crucial for kidney filtration and hearing, as mutations can lead to membrane alterations that impair or destroy these functions^37^. Moreover, when genes are ranked by their selection p-values (Supplement Table S15), the next top-ranked genes, however, without significance after multiple test correction, are *BASP1* (also known as CAP23) and *VIM* (vimentin). Both genes are known to be functionally linked to collagen and to each other. BASP1 transduces information from extracellular matrix to cytoskeleton inside cells^38^ control expression of collagen II^39^ and can activate mitochondrial apoptosis pathway^40^. Vimentin is an essential part of cytoskeleton that controls cell migration on collagen^41^, mitochondrial membrane potential^42^, in turn, is controlled by BASP1^43^. Collagen IV expression is decreased during aging^44,45^, while the expression of its degrading factors is unaffected^46^. Decreased amount of collagen IV was suggested to be a potential reason for reduced healing capacity in aged^46^. In contrast, vimentin protein levels and stability of vimentin filaments in human fibroblasts are increased with age^47^ and single allele mutation in vimentin gene is a known cause of human progeroid syndrome^48^.

Although our primary approach for detecting positive selection was the branch-site test, which identified only a single gene (*COL4A5*) as significant at FDR < 0.05, it is highly unlikely that just one gene in the olm lineage has been subject to positive selection. The low number of significant results is most likely due to a high rate of false negatives, which can be attributed to several factors: the limited number of available comparative transcriptomes, their incomplete gene models, and the considerable evolutionary distance (over 100 million years) to the closest related species with genomic resources. To address these limitations and provide a broader, albeit less stringent, perspective, we also considered the *d*_N_/*d*_S_ ratio on the olm branch as a supplementary indicator of selection. A *d*_N_/*d*_S_ ratio (non-synonymous to synonymous substitution rates) > 1 is typically interpreted as a indicator of positive selection, while a *d*_N_/*d*_S_ value < < 1 indicates negative (purifying) selection. We found 53 genes with *d*_N_/*d*_S_ > 1 using both PosiGene and aBSREL, suggesting these genes are putatively under positive selection. We found 1,180 genes with *d*_N_/*d*_S_ < 0.1 using PosiGene, indicating putative strong negative selection (Supplement Table S15).

Our web server was implemented to enable detailed examination of individual genes, complementing the broader scope of this article. The server allows users to visualize alignments and positively selected sites, and to rank genes by various statistics. For example, we ranked genes by their *d*_N_/*d*_S_ value and found *NDUFS4* among the top 20, with a *d*_N_/*d*_S_ ratio of 14.6, indicating strong positive selection. This gene stood out because its highly conserved C-terminus had a site with a positive selection probability of 98.39%. At this site, the olm has an alanine (A139) instead of the serine found in all other examined amphibians (Fig. 3a). Alignment of the olm’s NDUFS4 sequence with other species revealed that the serine at this position is conserved even in mammals, including humans (S139).

**Fig. 3:**
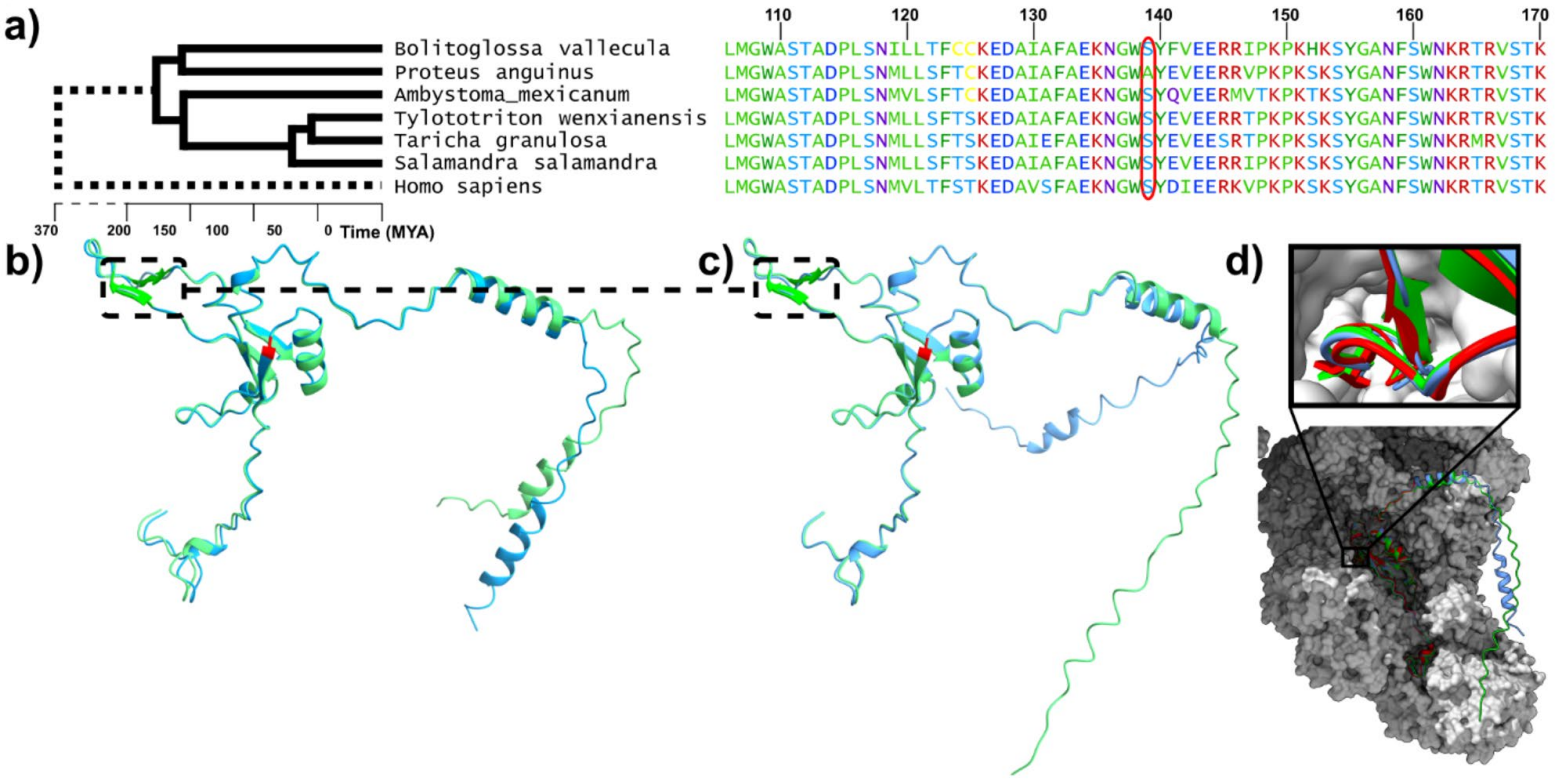
**a**) Displayed is the C-terminal part of the NDUFS4 amino acid sequence alignment for the olm, other amphibian species, and humans. The numbering at the top refers to the sequence position in the olm. The site in the olm that deviates from the consensus sequence, with a positive selection probability of 98.39%, is highlighted (A139). Divergence times for humans and amphibians were taken from^49^. (**b**) Shown in blue is the predicted tertiary structure of the olm NDUFS4 amino acid sequence, with the site predicted to be under positive selection in the olm highlighted in red (alignment position 139, cf. with a). In green, the predicted 3D structure of a modified olm sequence is shown, where the single amino acid identified as positively selected in the olm is replaced by the amino acid present in the other species (S instead of A at alignment position 139). This replacement, according to the prediction, results in the formation of an antiparallel ß-sheet further downstream towards the C-terminus (dashed box). (**c**) In green, the predicted tertiary structure of the human NDUFS4 amino acid sequence is shown. Again, the formation of an antiparallel ß-sheet further downstream in the protein is predicted, similar to the modified olm sequence that matches the human and other species at alignment position 139 (dashed box). The amino acid site at alignment position 139 (cf. with a) in the olm is highlighted in red. If this site is modified to match the original olm sequence at alignment position 139 (A instead of S), as shown in blue, the antiparallel ß-sheet is lost according to the prediction. (**d**) A molecular model of the mouse (*Mus musculus*) I2 + III2 supercomplex derived from cryo-EM 8UCA, not available for human) is shown in grey. The predicted 3D structures of the mouse, human, and olm NDUFS4 subunit are shown in red, green, and blue, respectively. The inset displays details of the deep and narrow cleft hosting a loop between a.a. 99–113 in which the formation of an antiparallel ß-sheet is predicted for mouse and human but not in the olm NDUFS4 protein.

Next, we assessed the potential structural impact of the mutation in the olm using AlphaFold3^27^. We compared the model of the olm sequence (Fig. 3b, blue) with a modified olm sequence where alanine was replaced by serine (A139S), as found in other species (Fig. 3b, green). According to the structure prediction, this replacement results in the formation of two antiparallel β-strands further downstream towards the C-terminus, which are absent in the original olm sequence (Fig. 3b, dashed box). In structure predictions for NDUFS4 from other amphibians and humans (Fig. 3, green, dashed box), these antiparallel β-sheets are also present. When the human sequence is modified to match the olm at the relevant site (serine replaced by alanine), the antiparallel β-strands disappear (blue, Fig. 3c), similar to the prediction for the original olm sequence.

NDUFS4 is a subunit of the mitochondrial respiratory chain complex I. The structure of the I2 + III2 supercomplex, i.e. complex of two units of Complex I and two units of Complex III, has been elucidated in mouse using cryo-electron microscopy^29^ (PDB code 8UCA). When modeling the secondary structure of the mouse, human, and olm NDUFS4 subunits in the context of the overall structure of the mouse I2 + III2 supercomplex, a similar pattern emerges (Fig. 3d, Fig. S2). Interestingly, the region where the protein structure changes from antiparallel β-strands to unordered in the olm is part of a protrusion of the NDUFS4 protein that fits into a deep and narrow cavity of the rest of the complex (see inset of Fig. 3d). It is possible that the loss of the antiparallel β-strands in the olm leads to increased flexibility and reduced spatial strain of the NDUFS4 protein structure at this position. These predictions suggest that the mutation causes NDUFS4 in the olm to lose two antiparallel β-strands that are otherwise highly conserved during evolution, potentially affecting the interaction of NDUFS4 with the rest of complex I.

NDUFS4 is phosphorylated by AMP-activated protein kinase (AMPK) at serine-173 and such phosphorylation is essential for NDUFS4 import to mitochondria and proper function of complex I^50,51^. Structure prediction based on the recently released cryo-EM model of NDUFS4 in the I2 + III2 supercomplex^29^ shows that the C-terminal phosphorylation site of NDUFS4 (S168^olm^/S173^human^) binds via an extended (and in free state probably intrinsically disordered) stretch E143-Y155^olm^/E148-Y160^human^ into a cleft of the NADH-ubiquinone oxidoreductase 75 kDa subunit (Fig. S3). This strained conformation extending from the ß-strand hosting A139^olm^/S144^human^ allows to anticipate that a mutational change at this conserved position can directly disturb binding at the more distant phosphorylation site. Frameshift and truncating mutations in NDUFS4 cause acute complex I deficiency, lactic acidosis and encephalopathy leading to death of newborns and infants^52,53^. Pharmacological AMPK activation by metformin leads to life extension in nematodes, fruit flies and rodents^54^. Several lines of evidence suggest that the benefits of AMPK activation are achieved through modulation of complex I activity which is known to be dysregulated in several age-related pathologies and aged animal models^55,56^. Of interest, protein levels of NDUFS4 show positive correlation with lifespan of multiple vertebrate species^57^.

For a systematic analysis of positive and negative selection on the pathway level, we conducted a threshold-free gene set enrichment analysis (GSEA) using the *d*_N_/*d*_S_ ratios. We found 73 and 1344 GO terms significantly affected by positive and negative selection, respectively, in the olm (Supplement Tables S16,S17). We then summarized the terms using semantic clustering (Fig. 4a,b). Our finding of more genes and processes affected by negative selection than by positive selection aligns with similar results in many cross-species comparisons across various evolutionary clades^58^. This pattern of negative selection is consistent with the critical importance of maintaining the function of these processes across diverse organisms. Processes linked to “development,” “morphogenesis,” and “cell cycle” were under strong negative selection (Fig. 4a), consistent with their known conservation across different model organisms^59–61^. “Neuronal differentiation” processes were also under strong negative selection (Fig. 4a), with many involved transcription factors being known as highly conserved^62^.

**Fig. 4:**
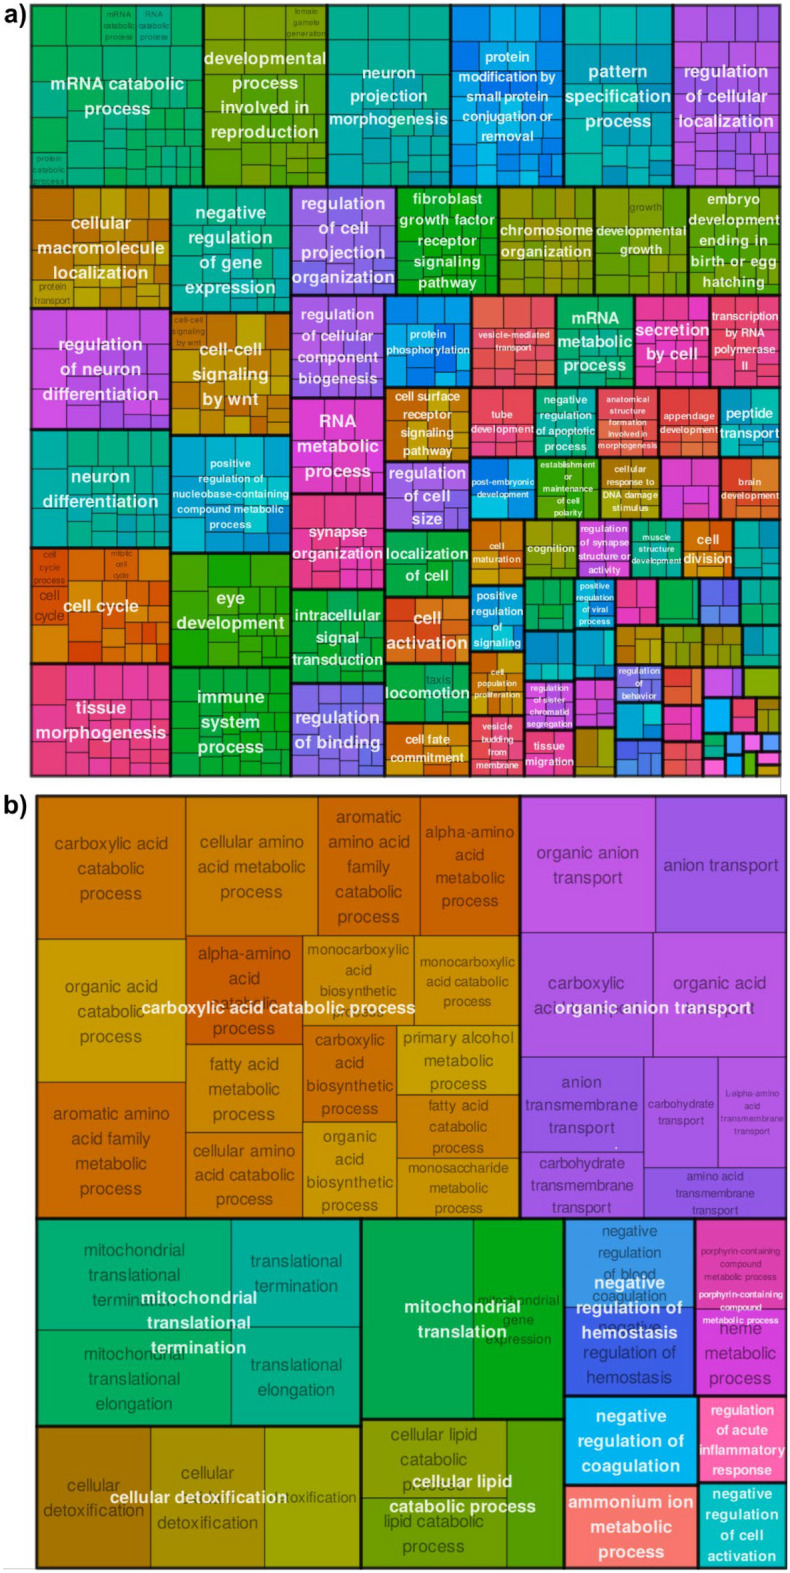
(**a**) Biological processes found to be significantly (FDR < 0.05) affected negative selection (*d*_N_/*d*_S_ < 0.1). (**b**) Biological processes found to be significantly (FDR < 0.05) affected by positive selection (*d*_N_/*d*_S_ > 1).

Importantly, given the longevity of the olm, several processes linked to “mitochondrial translation” were affected by positive selection (Fig. 4b). Inhibiting mitochondrial translation prolongs the life of mice and worms^63,64^. Mitochondrial translation, as part of mitochondrial biogenesis, was found to be under positive selection in species with extreme lifespans, such as naked mole-rats, killifishes, and clownfishes^65–67^. Adaptation of this process may play a role in the extended lifespan of the olm. Additionally, many “catabolic processes,” such as those involving amino and fatty acids, were under positive selection. These processes, particularly autophagy, are essential for lifespan extension by calorie restriction in different model organisms^68,69^. Adaptation of “cellular detoxification” processes, which eliminate harmful substances like free radicals, may contributes to reduce cellular damage and maintain tissue function over an extended lifespan. Similar enhancements were found in long-lived turtles, bats, clownfishes, and clams. However, our analysis is limited by the lack of a closely related comparison species (Fig. 1). Further research is required to determine whether the processes under positive selection in this study were specifically adapted in the olm or at an earlier evolutionary stage. Furthermore, interpretation of GO enrichment results must be approached with caution, as GO terms can be both broad and imprecise, potentially grouping together genes with distinct or even unrelated functions. Furthermore, direct comparison of the positively selected genes identified in the olm with known mammalian aging-related genes is complicated by the deep evolutionary divergence between these lineages. As a result, while some overlap in pathways is observed, the correspondence at the level of individual genes remains uncertain. Our analysis may miss olm-specific, rapidly evolving genes, as we filtered out 95% of genes that did not receive a functional annotation (see above).

We investigated the intersections of organ-specific genes with those under positive and negative selection. Notably, we identified a significant overlap between brain-specific genes and negatively selected genes (p = 0.002, Fisher’s exact test, Fig. 5a). Further analysis of this overlap revealed enrichment in several biological processes and components, including “modulation of chemical synaptic transmission,” “regulation of nervous system development,” and “regulation of neuron differentiation” (Fig. 5b). These findings suggested that brain-specific genes, which are crucial for the development and function of the brain, are subject to strong selective constraints, rendering them particularly intolerant to mutations that could disrupt these functions. This phenomenon is not unique to the olm or amphibians; it has been well-documented that neural genes are under intense negative selection in primates^70^. A study comparing 18 human tissues showed that brain-expressed genes display the smallest amount of amino acid changes^71^. Furthermore, genes associated with neuroanatomical phenotypes are under strong negative selection in mice^72^. Our findings suggest that the negative selection of genes crucial for brain function and development may be more widespread in vertebrate evolution. Additionally, several cross-species studies have found a general association between higher gene expression and stronger negative selection^73–75^. In total 13 genes displayed signatures of positive selection and organ-specific gene expression (Fig. 5b, Supplement Table S18). 

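DAO breaks down D-amino acids such as D-serine, and AK1 balances adenine nucleotides in tissues with a high use of ATP, above all muscle. DAO stood at 43.3 ± 8.52 (SD, n = 2) normalized TPM in brain and 67.1 ± 51.2 (SD, n = 12) elsewhere, a log2 fold change of -0.34 (standard error 0.63, adjusted p = 0.77 from limma). With TPM as deposited, DAO in brain was at 0.94 (adjusted p = 0.306). Its highest values were in gut, at 165.2 ± 41.6 (SD, n = 2) against 46.8 ± 19.4 (SD, n = 12) in all other samples (log2 fold change 1.88, standard error 0.42, adjusted p = 0.0289 from limma). The gut difference passed with the animals of Table S1 as a block (log2 fold change 1.92, adjusted p = 0.0449). It did not pass with the animals of the titles as a block (log2 fold change 1.70, adjusted p = 0.105), with TPM as deposited (adjusted p = 0.259), or without the p4 or p5 gut sample (adjusted p = 0.397 and 0.146). In deposited TPM, the brain median of DAO was 92.8 and the gut median 165.5. AK1 differed between the brain samples, with 6.58 TPM in p4 and 47.6 in p6, the sample with more transcripts of skeletal muscle. Its log2 fold change in brain was 0.65 (standard error 1.58, adjusted p = 0.827 from limma), -0.61 without the p6 brain sample (adjusted p = 0.902), -0.07 with the animals of the titles as a block (adjusted p = 0.979) and 0.43 with those of Table S1 (adjusted p = 0.897). Skin had the most AK1, 89.5 ± 20.6 (SD, n = 2) normalized TPM against 7.19 ± 9.99 (SD, n = 12) elsewhere, with a log2 fold change of 4.38 (standard error 1.11, adjusted p = 0.0574 from limma). AK1 passed in skin with the animals of the titles as a block (adjusted p = 0.045) and without the p6 brain or the p6 heart sample (adjusted p = 0.0253 and 0.017), and not with the animals of Table S1 as a block.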

The brain-specific overexpression of DAO (D-amino acid oxidase) and AK1 (adenylate kinase 1) highlights potential adaptations to neural maintenance in the olm. *DAO* induces cellular senescence via reactive oxygen species (ROS) generation^76^. *AK1* optimizes ATP/ADP ratios, ensuring efficient energy homeostasis in metabolically active brain regions^77^. In the liver, *AXIN2*-a key regulator of Wnt/β-catenin signaling-shows elevated expression and selection signatures. 

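AXIN2 is a scaffold of the complex that degrades β-catenin, and Wnt signaling itself switches it on. In liver, AXIN2 stood at 4.45 ± 1.36 (SD, n = 3) normalized TPM and at 4.86 ± 4.52 (SD, n = 11) elsewhere, a log2 fold change of 0.12 (standard error 0.47, adjusted p = 0.96 from limma). This was -0.32 with TPM as deposited (adjusted p = 0.829) and -0.04 without the p5 liver sample (adjusted p = 0.992). Brain had the most AXIN2, 13.3 ± 4.73 (SD, n = 2) against 3.35 ± 1.20 (SD, n = 12) elsewhere, with a log2 fold change of 1.72 (standard error 0.33, adjusted p = 0.00172 from limma). The brain difference did not pass without the p4 brain sample (log2 fold change 1.38, adjusted p = 0.144).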

Wnt signaling is integral to tissue repair and stem cell maintenance^78^, processes that decline with age in most species.

**Fig. 5:**
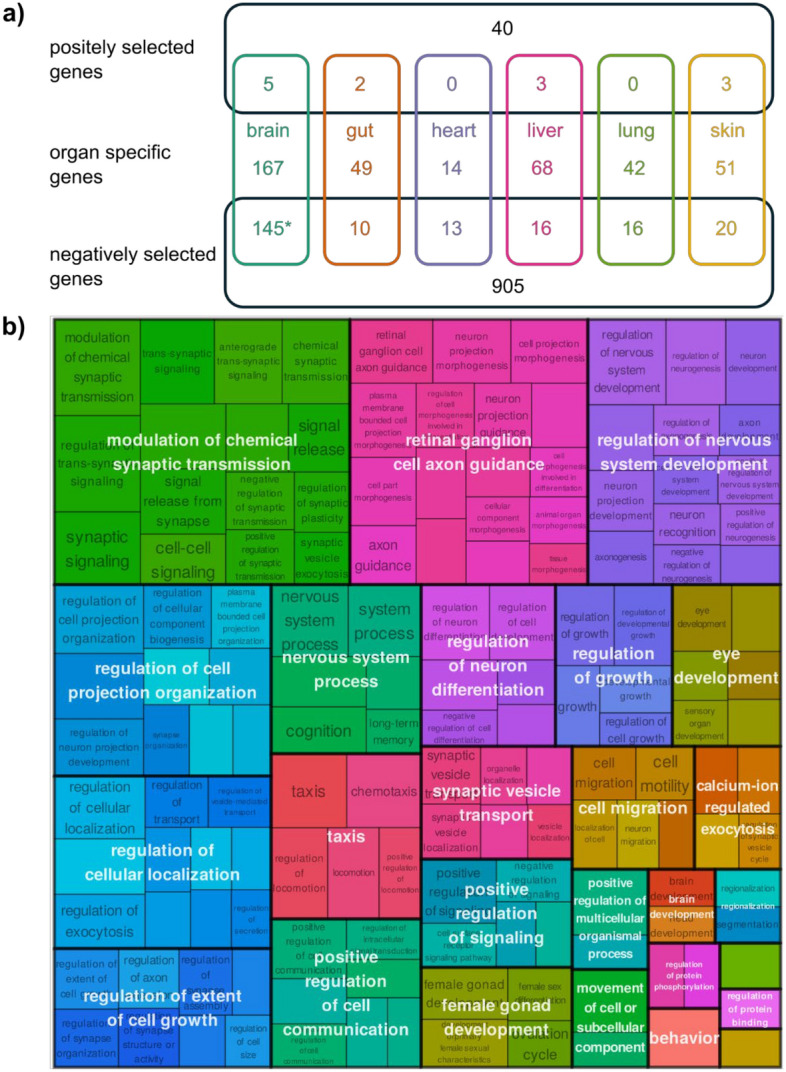
(**a**) Overlap of organ-specific genes with positively and negatively selected genes (*d*_N_/*d*_S_ > 1 and *d*_N_/*d*_S_ < 0.1, respectively). The numbers in the middle represent organ specific genes that were found to be neither positively or negatively selected. Sums deviate from the numbers shown in Fig. 2c as only genes were counted that could be examined in both analyses (gene expression and selection). A “*” represents a significant overlap (Fisher test, p = 0.002 for brain-specific and negatively selected genes). (**b**) Biological processes found to be significantly enriched in the intersection of brain-specific expressed and negatively selected genes.

### Web server

To make our data easily accessible online, we built an interactive Shiny application. For each gene examined, we provide visualizations of gene expression data across different samples and organs, as well as comparative genomics analyses. The latter includes alignments of the respective olm amino acid or coding sequences against the matching orthologs of other amphibian species, with sites predicted to be positively selected in the olm highlighted (Fig. 6). The data is searchable by gene symbol and sortable by various criteria, such as average expression levels in different tissues or positive/negative selection indicators. The web service is available under http://comp-pheno.de/olm.

**Fig. 6:**
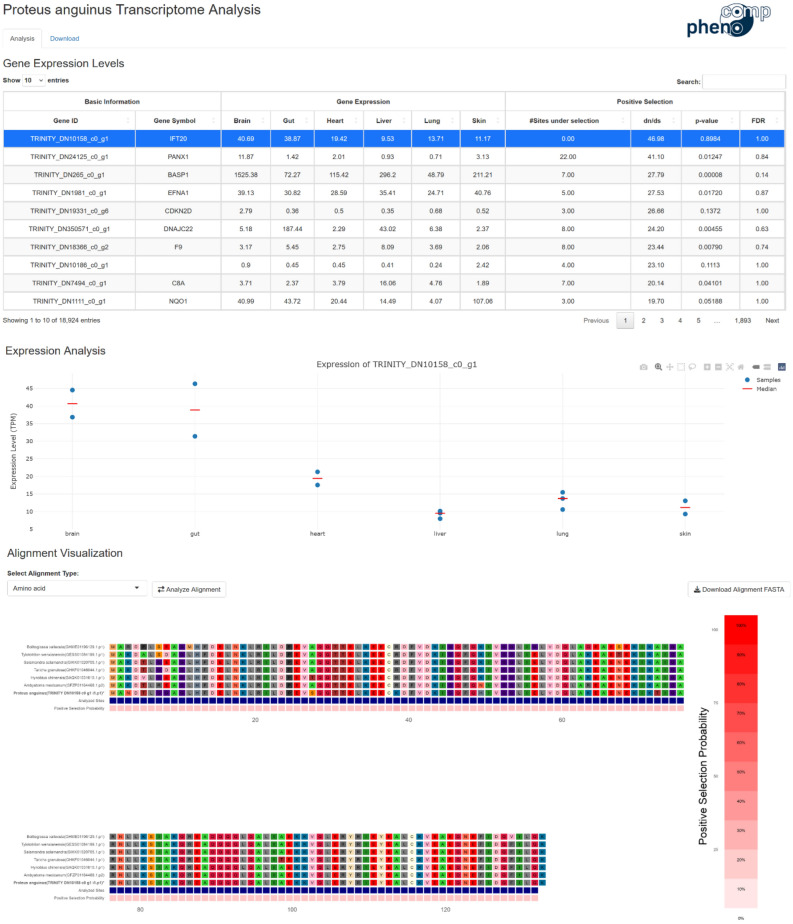
Example view of the olm transcriptome web server. The webserver consists of a table that is searchable and sortable, e.g., by gene expression if different tissues or positive selection analysis results (top). For the gene selected by the user (in this case *IFT20*), the respective expression values (middle) and, if available, the alignment of the olm sequence against the respective orthologs of the other species is shown (bottom).

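IFT20 carries cargo from the Golgi apparatus to the base of cilia, and its transcript was found in all 14 samples. Its median TPM was 40.7 in brain, 38.9 in gut, 19.4 in heart, 9.53 in liver, 13.7 in lung and 11.2 in skin, which match the medians printed in Fig. 6. In normalized TPM, gut stood highest at 39.2 ± 11.9 (SD, n = 2) against 15.9 ± 4.85 (SD, n = 12) elsewhere (log2 fold change 1.27, standard error 0.35, adjusted p = 0.0897 from limma). IFT20 in gut passed when the spread was taken within the 6 organs (adjusted p = 0.00352). Brain, highest in TPM, stood at 19.0 ± 2.62 (SD, n = 2) normalized TPM against 19.2 ± 11.0 (SD, n = 12) elsewhere (log2 fold change 0.13, adjusted p = 0.888). Among the other genes listed in Fig. 6, DNAJC22, a membrane protein with a chaperone domain, was highest in gut, at 186.5 ± 82.2 (SD, n = 2) and 17.0 ± 24.2 (SD, n = 12) elsewhere, and did not pass (adjusted p = 0.0962). EFNA1, a ligand of Eph receptors on the cell surface, was highest in liver at 56.1 ± 20.5 (SD, n = 3) against 30.7 ± 10.4 (SD, n = 11) elsewhere and did not pass (adjusted p = 0.33). CDKN2D, an inhibitor of the cell cycle, stayed near the lower limit, at 1.30 ± 0.267 (SD, n = 2) in brain and 0.603 ± 0.357 (SD, n = 12) elsewhere (adjusted p = 0.142). F9, coagulation factor IX of the liver, stood at 10.2 ± 1.15 (SD, n = 3) in liver and 3.89 ± 3.41 (SD, n = 11) elsewhere, with 11.0 in the p5 lung sample (adjusted p = 0.194). The assembled gene shown as NQO1 in Fig. 6 carries the symbol PGAM2, a phosphoglycerate mutase of muscle, in the deposited table. It was highest in skin at 100.5 ± 0.609 (SD, n = 2) against 19.6 ± 15.1 (SD, n = 12) elsewhere (adjusted p = 0.0874).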

## Conclusions

We publish the transcriptome of the olm, providing for the first time genome-wide coding and amino acid sequences. Additionally, we offer gene expression data and make it easily accessible alongside our comparative genomics data through a web server. These resources are crucial for further research into this extraordinary species.

As expected, the gene expression data clusters primarily by organ. The organ-specific expressed genes and signaling pathways closely resemble those of mammals and other well-studied species. Consistent with studies in other species, we find that the brain differs significantly from other organs in its expression profile.

We identified substantially more genes and biological processes under strong negative selection than under positive selection in the olm. Negatively selected genes show a significant overlap with brain-specific expressed genes. This finding aligns with studies in various mammals that have found brain-specific genes to be subject to intense negative selection, suggesting that this phenomenon may be more widespread in vertebrate evolution. Interestingly, the processes under positive selection in the olm largely match those found to be heavily adapted in other long-lived species. This supports the hypothesis that changes in mitochondrial translation, as well as several catabolic and cellular detoxification pathways, could represent convergent evolutionary adaptations favoring longevity.

In the future, it would be valuable to analyze a greater number of biological replicates and a wider range of organs than those available in our current study. Additionally, sequencing data from closely related species, such as the common mudpuppy (*Necturus maculosus*), would be crucial to determine whether the identified mutations are specific to the olm or if they occurred earlier in evolution. This neotenous species of the sister evolutionary branch is the closest relative of the olm, but has a predicted lifespan of only 34 years while occurring at comparable ambient temperatures. Lifespan positively correlates with body mass and negatively with body or in case of ectothermic amphibians with ambient temperature. Such a comparative approach would enable a clearer association of changes in specific genes and signaling pathways with distinct phenotypes, such as the longevity of the olm. Furthermore, cross-species gene expression studies with closely related species could elucidate how changes in gene expression, in conjunction with alterations in amino acid sequences, may have contributed to the evolution of these phenotypes.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

All raw data were deposited as NCBI BioProject PRJNA1207464. The transcriptome assembly of the olm was deposited as NCBI Transcriptome Shotgun Assembly GLBZ00000000. Processed gene expression data were deposited as Gene Expression Omnibus study GSE286268. The code for the Shiny web server was deposited as GitHub repository asahm/Olm_webserver and the underlying data was deposited as Zenodo repository 15391008.

# Supplementary material for: The transcriptome of the olm provides insights into its evolution and gene expression
**Source:** Sci Rep. 2025 Aug 3;15:28324. doi: 10.1038/s41598-025-10073-3
**Supplement:** Supplementary file 1 — Supplementary Information 1.

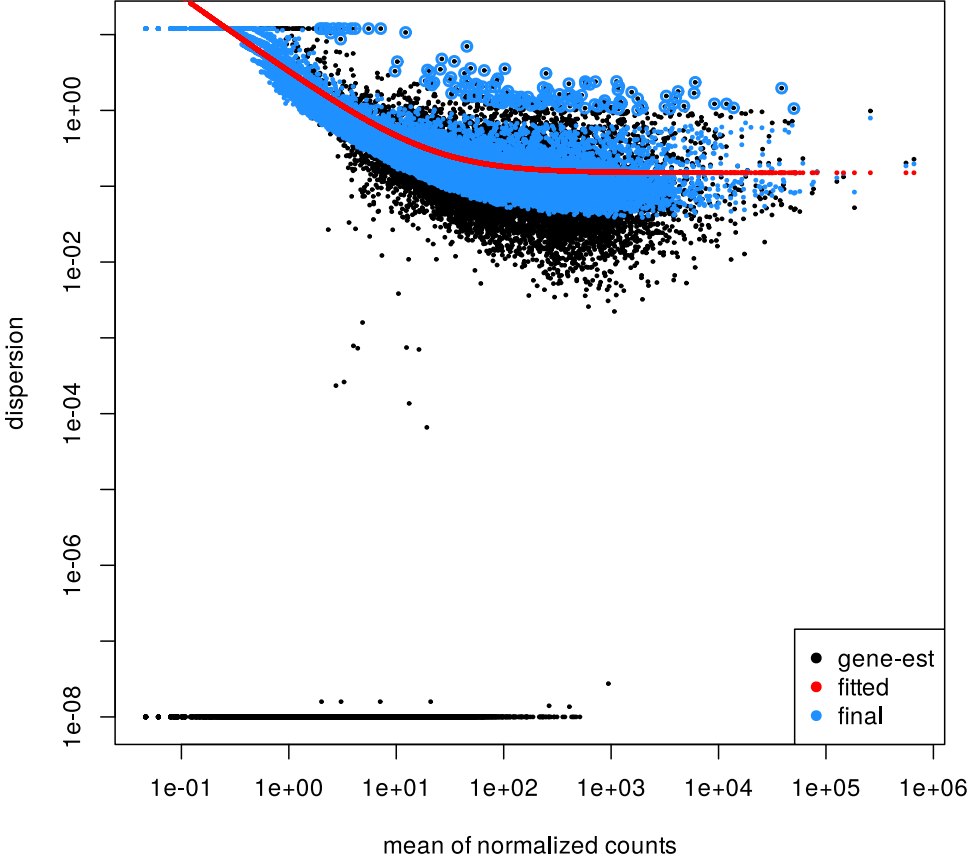

Fig. S1. Dispersion estimates versus mean normalized counts for all genes, illustrating model fit and variance structure in the DESeq2 analysis

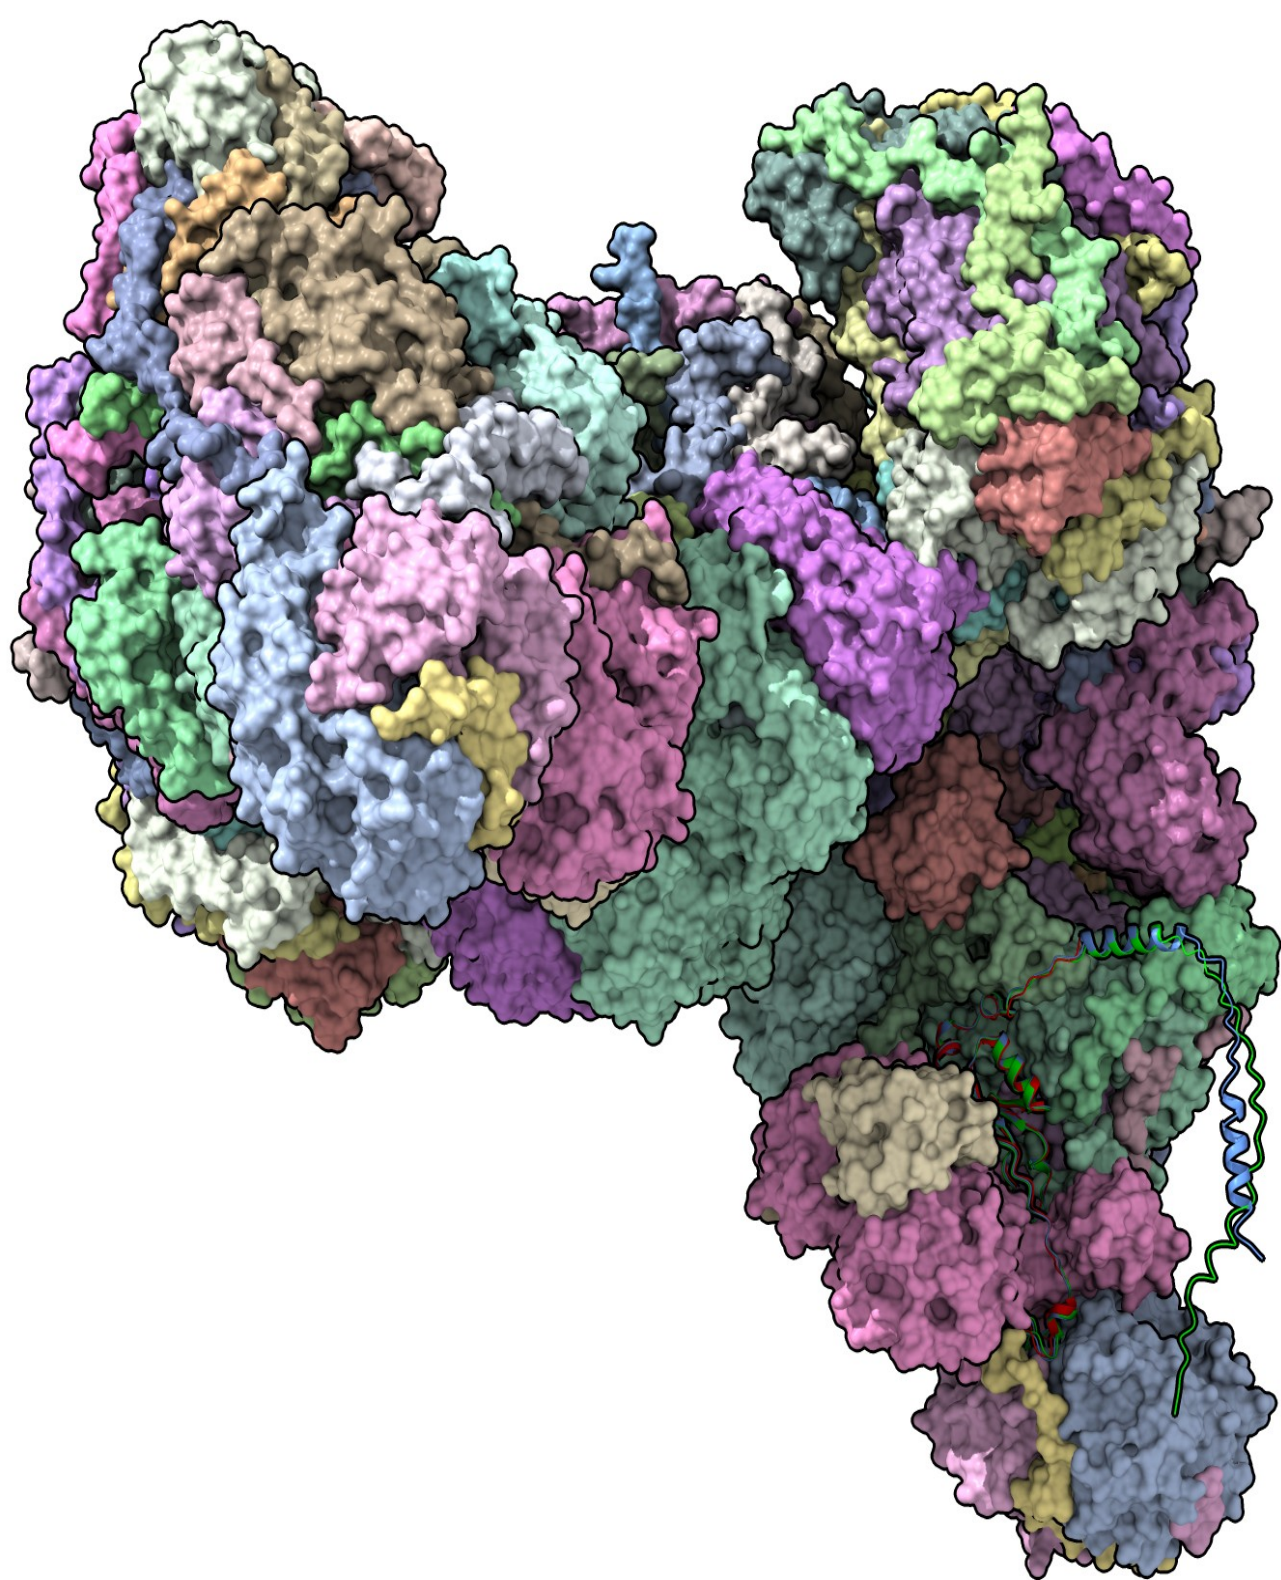

Fig. S2. A molecular model of the mouse (*Mus musculus*) I2+III2 supercomplex derived from cryo-EM 8UCA, not available for human). The predicted secondary structures of the mouse, human, and olm NDUFS4 subunit are shown in red, green, and blue, respectively.

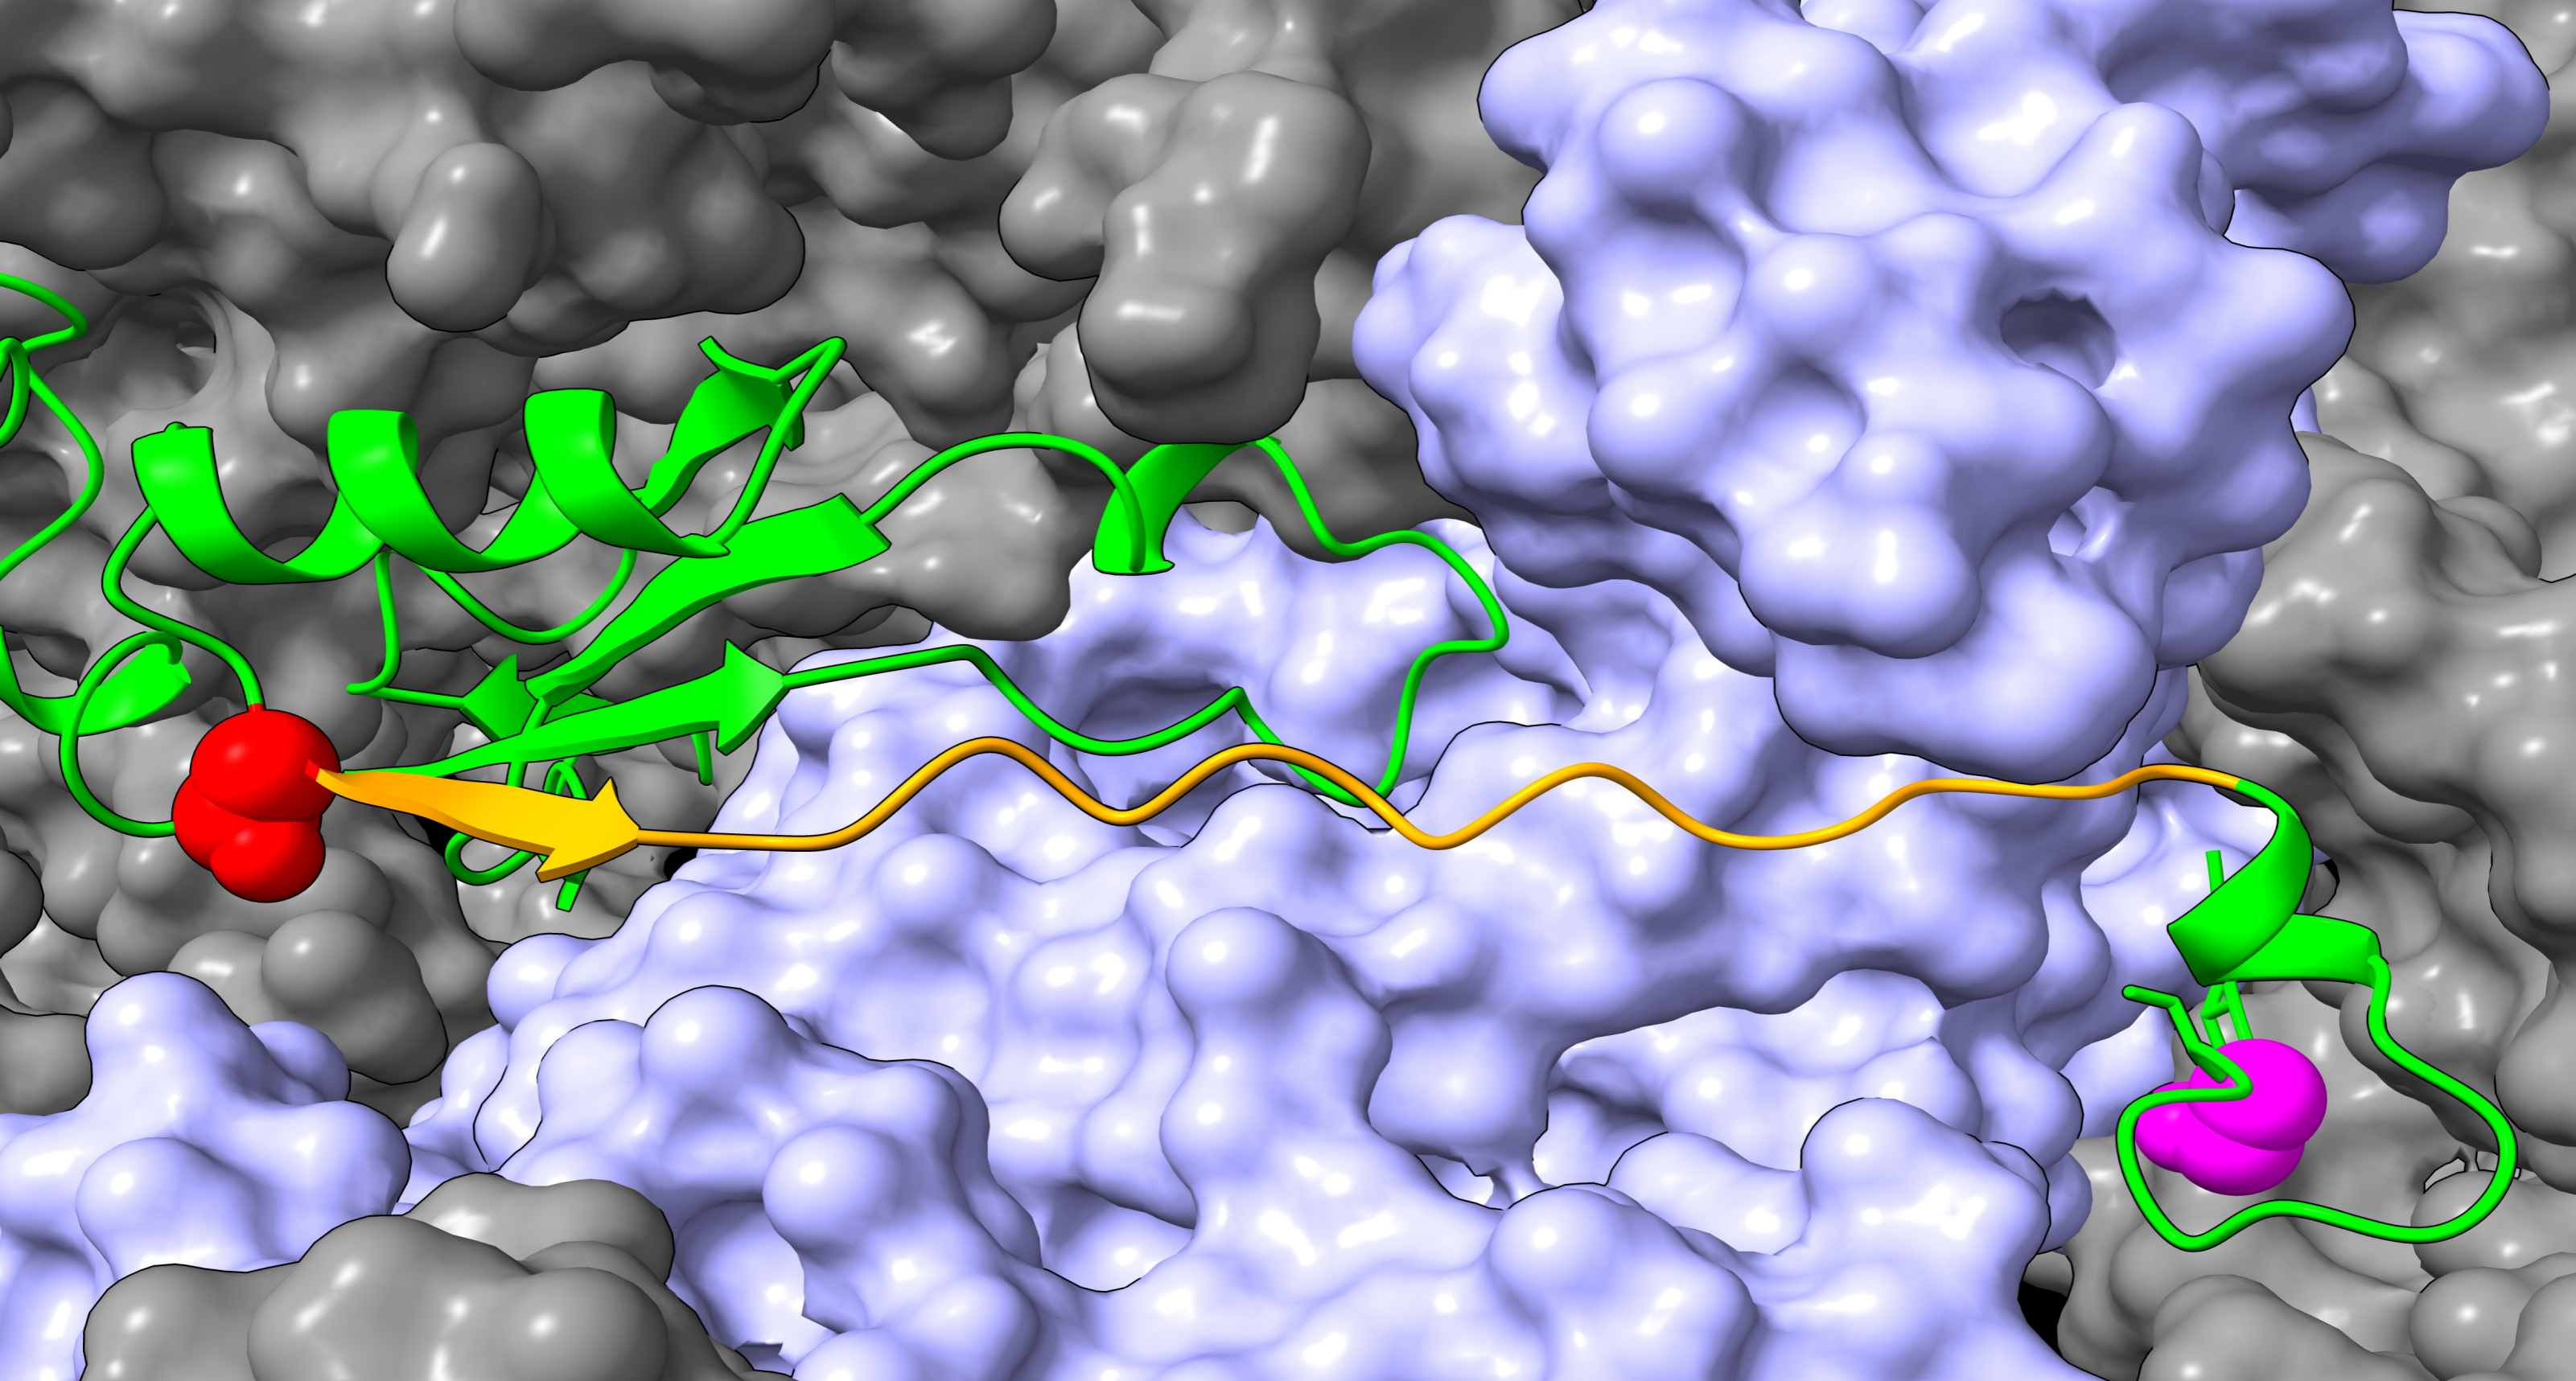

Fig. S3. Model of human NDUFS4 binding to the I2+III2 supercomplex. The conserved site S144 is depicted by red spheres and located at the beginning of a three residue β -strand. Other residues of this β -strand and of the extended stretch connecting with the phosphorylation site S173 (magenta) are colored in orange. .

How the deposited data were processed for this re-analysis (not part of the article)

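RNA of 6 organs from 3 olms was measured in 14 samples: brain, gut, heart and skin with 2 samples each, and liver and lung with 3. The authors prepared poly(A)-selected directional libraries with unique dual index adaptors that carry molecular identifiers, sequenced them in 1 run, and trimmed the reads with Cutadapt and Trimmomatic. They aligned the reads with bwa mem to the longest transcript of each annotated gene of their hybrid assembly and counted them with featureCounts. The authors tested organs with DESeq2, shrank fold changes with apeglm, and ran gene set enrichment with clusterProfiler. The deposited table holds TPM by the authors for 18924 assembled genes, and each sample sums to 1000000. How the TPM were computed is not stated, nor is a removal of duplicate reads by identifier. TPM are not counts, so no count model was fitted here.

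Supplement Table S1 gives 60903698 to 75714522 raw reads per sample. The number of reads that were counted is not recoverable from TPM, so the precision is given by the spread between samples, as SD and standard error. Differences of genes near 0 were not detectable at this depth below the spread of log2(value + 1). No sample was left out of the main comparisons. The highest correlation between any 2 samples was 0.976 on log2(TPM + 1), so that no column is a copy of another. Of the genes, 158 were at 0 in every sample, 10313 carry a symbol (7754 distinct symbols), and 1077 carry no annotation and hold 3.59% to 13.3% of TPM per sample. These 1077 stayed in the scaling and in the tests. Where several assembled genes share a symbol, the one with the highest mean TPM stands for it, and reads shared between such copies or between paralogs were counted as the authors' alignment placed them.

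TPM were scaled in each sample by the median over 13067 genes (above 0 in every sample) of the ratio to the gene's geometric mean, then taken as log2(value + 1). Genes with a TPM of at least 1 in at least 2 samples were tested, 16317 in all. Each organ was compared with all other samples as 1 group in limma 3.58.1 under R 4.3.3, with moderated variances that follow a trend with expression, and p-values were adjusted by Benjamini-Hochberg over all genes tested. A gene was called organ-specific at an adjusted p under 0.05 and a log2 fold change above 1. The procedure was tested on simulated data with 200 raised genes.

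For clustering, genes with a mean TPM above 100 (941 genes) were taken as log2(TPM + 1), with Euclidean distance, complete linkage and a centred principal component analysis. The distance within and between organs was compared by a one-sided permutation test with 100000 resamples, and the brain by a one-sided exact permutation test over the 91 pairs of samples.

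The thresholds, the gene lists, the comparisons and the rule for naming genes were set before the data were examined. Genes are named where they are (i) in each organ among the 8 with the largest log2 fold change of those organ-specific genes that have a symbol and whose lowest sample in the organ lies above the highest other sample, (ii) named by the study in its text or in Fig. 6, or (iii) among the 3 members of a list with the highest mean and the 2 with the largest log2 fold change in the organ the list is told for. Rows of Supplement Tables S2 and S3 for some genes had been seen before this rule was written. FTL, APOB and the genes low in animal p5 were named after their values were seen.

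The 27 gene lists are: neuronal and synaptic genes, glia and myelin, ion channels of excitable cells, photoreceptors, thyroid hormone signalling, cytoplasmic ribosomal proteins, brush border and intestinal absorption, mucus-secreting cells, pancreatic enzymes, smooth muscle, cardiac muscle, skeletal muscle, mitochondrial complex I, mitochondrial translation, hepatocyte plasma proteins, complement, coagulation factors, amino acid metabolism, bile acid synthesis and transport, detoxification of reactive oxygen, leukocytes, lung epithelium and surfactant, motile cilia, endothelium, red blood cells, epidermis, and pigment cells. Each was tested in each organ with camera at a preset correlation of 0.01, adjusted over the 162 tests, with camera at an estimated correlation and fry beside it.

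Alternatives were a pseudocount of 0.1 or 5, no filter on low values, a mean TPM of at least 1 as the filter, TPM as deposited, quantile normalization, a model of the 6 organs with the organ against the mean of the other 5 or against each of them, robust variances, adjusted p alone, the animal as a block by title or by Table S1, all assembled genes of a symbol, and each sample left out in turn. For clustering they were genes above 100 TPM in any or in every sample, all tested genes, correlation distances, z-scores, normalized TPM, a pseudocount of 0.1, average linkage and no centring. Chosen after the data were seen were the p6 brain and p6 heart samples left out together, the p5 and p6 lung samples left out together, and TPM divided by each gene's root mean square without centring.

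Samples of different organs pair by animal, from the titles. As a check, deviations from the organ means correlated on average at 0.156 over the 28 pairs of samples from 1 animal (19 of them above 0.1) and at -0.083 over the 53 pairs from different animals. Deviations sum to 0 within each organ, so a positive mean for the first pairs goes with a negative one for the others. The negative value is thus no separate evidence, and the pairs are not independent. With the animals of Table S1 the first value was 0.116 (15 pairs above 0.1). The main comparisons use no block, and the paper names none.

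Left out were the assembly, its completeness, the selection tests and the structure predictions, since the deposited expression values do not bear on them. The long-read sample was not used. Results of some single genes are not reported. The gene ontology enrichment was not repeated, because no ontology annotation was at hand, and the gene lists take its place. Supplement Table S3 was held only in part, 133 of 17847 rows, and Table S2 in 1998 rows, all of which match the deposited TPM within a relative difference of 1e-05.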

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

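Chosen after the result was seen were the tests of read exchange and of a level raised throughout an animal, and all 3 tests of the genes low in animal p5.

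Skeletal muscle genes, which the paper does not discuss in brain, stood higher in the p6 than in the p4 brain sample, for 7 of 7 measured genes with a median log2 ratio of 2.97. Skeletal muscle tissue taken with the brain may explain it: of 27 further muscle genes, 17 were measured, 14 were higher in the p6 sample and their median log2 ratio was 1.94 (quartiles 0.95 and 2.92), while MYH1 stood at 1103 and 14819 and TNNI2 at 418 and 2885 normalized TPM. An exchange of reads with the skin samples was not decided. The muscle genes reached a median of 29.4% of their skin level in the p6 brain sample and the 3 epidermis genes that are higher in skin 5.24%, a ratio of 5.6. These 3 genes were chosen as higher in skin than in all other samples, brain included, and the muscle genes were not. A low share of the epidermis genes in brain therefore follows in part from the choice. A muscle level raised throughout animal p6 cannot be told apart from muscle tissue taken with the brain: the lowest organ median of the log2 ratio of p6 to p4 was -0.111, in liver, where 2 of the 7 genes reached 5 normalized TPM (a level chosen after seeing the values), while it was 1.19 in heart, 1.82 in lung and 0.48 in skin. No biological explanation was tested.

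Liver genes stood higher in the p5 and p6 than in the p4 lung samples, for 14 of 15 measured plasma protein genes with a median log2 ratio of 4.75, with TF as the exception at 25997 normalized TPM in the p4 lung sample. The paper does not discuss this difference between lung samples. Liver tissue taken with the lung may explain it, since 15 of 15 measured genes from a further liver list of 30 were higher too, with a median of 1.15 (quartiles 0.43 and 3.92), and ALB stood at 17819 and 13305 in the p5 and p6 lung samples. Not all of the 15 follow liver. CPN2 stood at 4.70 and 3.66 normalized TPM in the p5 and p6 lung samples and at most 1.16 in liver. HNF4A was nearly level, at 1.36, 1.51 and 1.22 in the p4, p5 and p6 lung samples. Liver reads spread over all samples are argued against: the median share of the liver level was 16.7% in the p5 and 12.1% in the p6 lung sample, and at most 0.837% in brain, gut, heart and skin, a ratio of 19.9. A level of liver transcripts raised throughout animal p6 is argued against by skin, with a median log2 ratio of -1.26. There 11 of the 15 genes reached 5 normalized TPM. Heart of p6 had -0.51, although brain of p6 had 0.55, and the levels in these organs were not checked in this way. For p5 the question was not decided, since by title only gut among these organs has a p5 sample, with -0.33. All of these ratios rest on levels far below those of liver. The TF level in all 3 lung samples and a difference between the animals' lungs stay open, and no biological explanation was tested.

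In animal p5, 19 genes lay more than 2 log2 units below both other animals in liver and in lung, a difference between animals that the paper does not discuss. Of these genes 8 have a symbol, such as DNAH1 with 76.6, 1.57 and 54.1 normalized TPM in the p4, p5 and p6 liver samples and 88.7, 1.44 and 31.1 in the lung samples. Differences between single samples that are alike for the 3 animals are argued against by the second gut sample, which had no part in choosing the genes: 15 of the 19 were more than 2 lower there than in the p4 gut sample, against at most 6 in 1000 sets of random genes of like level, while the rule found 0 genes low in p4 or p6, 4 high in p4 and 1 high in p6. The authors assembled the transcripts from reads of p4 alone, so the 0 for p4 carries little weight. The second heart sample belonging to p5, as in Table S1, is argued against by the same genes, with a median log2 ratio of 0.378 to the p4 heart sample and 0 genes more than 2 lower, while the second gut sample, p5 by title, had a median of -3.31. A sequence of p5 that the assembled transcript does not hold cannot be told apart from low expression: the genes kept a median of 2.93% of the p4 level in liver and lung of p5, and TPM give no reads to inspect. No biological explanation was tested.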

How the results depend on the processing

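Tests chosen after the results were seen were those without the p6 brain and p6 heart samples together, without the p5 and p6 lung samples together, and with TPM divided by each gene's root mean square.

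Leaving out 1 sample moved the counts of organ-specific genes to 388 to 1851 in brain, 130 to 329 in gut, 20 to 144 in heart, 183 to 390 in liver, 56 to 171 in lung and 84 to 415 in skin, and where 1 sample of an organ is left, it is assumed to vary like the other groups. It gave 28 to 495 genes associated with the animal, 12 of 13 samples nearest to their own organ without the p5 or p6 lung sample (without any other sample, all that had a partner left), a brain distance ratio of 0.895 to 1.03, a rank of heart and skin among organ pairs of 1 to 3 and a median for complement in brain of -2.60 to -1.97. TPM as deposited gave 6579 genes in brain, 178 in liver, 20 in lung and 173 in skin, and -1.57 for complement in brain (adjusted p = 1.54e-05). A pseudocount of 0.1 gave 59 in heart, 198 in skin and -2.94 for complement in brain, and one of 5 gave 1025 in brain and 81 animal-associated genes. The organ against the mean of the other 5 gave 911 in gut, 569 in heart, 750 in liver, 435 in lung, 853 in skin and -2.01 for complement in brain, where the spread is taken within organs, and against each of the other 5 it gave 943 in brain, 199 in liver and 200 in skin, a stricter rule. Complement in brain was -2.32 over all assembled genes of each symbol (adjusted p = 0.028). With an estimated correlation, 8 list tests were higher in place of 24, and hepatocyte genes in liver (6.54, adjusted p = 0.0738), the epidermis in skin (0.42) and ribosomal proteins in brain (-2.11, adjusted p = 0.279 for both) did not pass. The brain distance ratio of 0.992 became 1.08 for genes above 100 TPM in every sample, 1.16 in any sample, 1.33 for all tested genes, 1.03 and 1.12 with Pearson and Spearman correlation and 1.13 with z-scores. For all tested genes and for genes above 100 TPM in any sample, 13 samples were nearest to their own organ. Heart and skin ranked 2 with z-scores and with normalized TPM. Without the p6 brain and p6 heart samples, heart had 55 genes, 3 of the 4 organs with more than 1 sample had their own branch (5 of 6 with all samples) and heart and skin ranked 2, and without the p5 and p6 lung samples lung had 7 genes. Except where the construction is given, the cause was not tested.

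Reversed were DAO in brain with TPM as deposited (0.94), AXIN2 in liver with TPM as deposited (-0.32) and without the p5 liver sample (-0.0362, against 0.338 without the p4 liver sample), AK1 in brain with the animal block by title (-0.0725), without the p6 brain sample (-0.61, against 1.88 without the p4 brain sample) and without the p6 brain and heart samples (-0.41), mucus genes in gut over all assembled genes (-0.24) and without the p4 gut sample (-0.37), and pancreatic enzymes in gut without the p4 gut sample (-0.73, against 5.14 without the p5 gut sample). Of the single genes over alternatives other than leaving out 1 sample, 1070 values kept their call, 53 lost it and 23 gained it, and with 1 sample left out 1230 kept it, 99 lost it and 11 gained it.

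With the animal as a block by title, brain had 1774 organ-specific genes and gut 224, 216 of them among the 304. The block by Table S1 gave 4 animal-associated genes in place of 170, and ended the calls of ALAS2 in lung and F5 in liver. By title the block ended the calls of TRIM55 in heart, TSPO, GP1BB and ALAS2 in lung, TNNI1 in skin, DAO in gut, and F10 and F5 in liver, and gave AK1 in skin a call, and 23 list tests were higher in place of 24. It changed no other call of a gene named in this text, and moved no count of organ-specific genes by more than 1.5 times. Because TPM keep no depth, the reads behind a low value are unknown, and differences of genes near 0 were not detectable at this depth.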

Differences from the paper's values

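The root-mean-square scaling was chosen after seeing the values. Beyond the value that differs, the other differences are statements of the paper set beside the values found here.

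The paper's share of variance on principal component 2 is about 10% in Fig. 2b, rounded from the figure, and 18.6% here. The paper clusters 723 genes and the values here rest on 941, so the gene sets differ. Of the alternatives set before the data were examined, all tested genes (14.9%), leaving out the p4 gut sample (13.6%) and leaving out the p5 gut sample (14.1%) come within 1.5 times of the paper's value, and the other 18 do not. Component 1 holds about 67% in Fig. 2b, rounded from the figure, and 46.5% here, which is lower but within 1.5 times. TPM divided by each gene's root mean square without centring, chosen after seeing the values, gives 10.3% for component 2 and 67.5% for component 1. Organ-specific genes in lung are about 200 in Fig. 2c, rounded from the figure, and 134 here at the paper's thresholds with limma, where the authors used DESeq2. At that rounding the counts lie just within 1.5 times, and at the number printed in the figure just beyond it. Of the 26 alternatives set before the data were examined, 20 differ from about 200 (Fig. 2c) by more than 1.5 times.

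The paper states that DAO and AK1 are specifically overexpressed in brain. Here DAO had a log2 fold change of -0.34 in brain (adjusted p = 0.77 from limma) and 1.88 in gut (adjusted p = 0.0289), and AK1 one of 0.65 in brain (adjusted p = 0.827). No alternative that was run on single genes gave either gene a call in brain. The paper states elevated AXIN2 in liver, where it had 0.12 (adjusted p = 0.96 from limma) and brain had 1.72 (adjusted p = 0.00172). No alternative that was run on single genes gave AXIN2 a call in liver. Each symbol stands for its assembled gene with the highest mean TPM, and any other assembled genes of these symbols were not examined.

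The paper states that brain samples were least similar to the other organs in clustering and PCA. Here, over another gene set, gut had the larger mean distance (79.0 against 78.4), while brain had the largest with genes above 100 TPM in any or every sample, with all tested genes, with both correlation distances and with z-scores, and on the first and second component brain lay closer to skin (10.2) than any pair but heart and skin (4.79). These distances rest on TPM without scaling, and with normalized TPM over the 941 genes gut again had the larger one (77.32 against 73.75). The paper states that samples of the same organ were always more similar to each other than to others. All 14 samples had their nearest sample in their own organ, and the p5 and p6 lung samples lay closer to the p5 liver sample (33.6 and 39.7) than to the p4 lung sample (48.8 and 40.5).

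Fig. 2d shows terms of the ribosome among those enriched in brain, where ribosomal protein genes had a median log2 fold change of -2.11 here. The legend names an enrichment analysis of organ-specific genes, which the paper defines by higher expression, and its methods give fold changes as the input. The paper states that activation of the immune response is also enriched in brain. There the 12 measured complement genes had a median of -2.34 and did not pass (adjusted p = 0.0628 from camera), and C1QA had a log2 fold change of 2.48 (adjusted p = 0.118 from limma). Complement is only a part of the immune genes, and the samples set against brain include liver, where its median was 5.06. These values therefore do not test the paper's statement.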

Other observations

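None of the tests in this part was chosen after its result was seen. Of 19 listed pancreatic enzymes, 6 were measured and 2 were higher in gut, CLPS and PLA2G1B (3 when adjusted over the list alone), with a median log2 fold change of 2.19 and an adjusted p = 3.61e-05 from camera (0.0446 with an estimated correlation), and the median was -0.73 without the p4 gut sample, where the list did not pass (adjusted p = 0.143). CLPS, the cofactor of pancreatic lipase, stood at 2974 ± 690.1 (SD, n = 2) normalized TPM in gut and 2.90 ± 2.20 (SD, n = 12) elsewhere. Of 13 listed genes of smooth muscle, 3 were measured and none was higher in gut (median 0.12, adjusted p = 0.889). Of 21 listed genes that detoxify reactive oxygen, 8 were measured and 1 was higher in liver, HMOX1 (1 when adjusted over the list alone), with a median of -0.08, a mean of 0.24 and an adjusted p = 0.627. In gut this list passed, with 2 of the 8 higher (2 when adjusted over the list alone), a median of 0.49 and an adjusted p = 0.0184 (0.171 with an estimated correlation). HMOX1, which breaks down heme, had a log2 fold change of 1.26 (adjusted p = 0.0169) and did not pass without the p5 or p6 liver sample (adjusted p = 0.0957 and 0.206), with a pseudocount of 0.1 (adjusted p = 0.0738) or with TPM as deposited (adjusted p = 0.465).

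The lists of endothelium, motile cilia and pigment cells did not pass in the organs they were listed for. Of 17 listed genes of the endothelium, 9 were measured and none was higher in lung (2 when adjusted over the list alone; median 0.12, adjusted p = 0.119), and CDH5, the cadherin between endothelial cells, had 15.2 ± 1.16 (SD, n = 3) in lung and 4.06 ± 3.37 (SD, n = 11) elsewhere (adjusted p = 0.11 from limma). Of 19 listed genes of motile cilia, 8 were measured and none was higher in lung (median 0.04, mean -0.09, adjusted p = 0.795). Of 13 listed genes of pigment cells, 5 were measured and none was higher in skin (median 0.18, adjusted p = 0.355), and PMEL, the fibre protein of pigment granules, had 58.4 ± 37.8 (SD, n = 2) in skin and did not pass (adjusted p = 0.306). The olm's eyes are reduced, and of 30 listed genes of photoreceptors, 6 were measured and none was higher in brain (median -0.02, adjusted p = 0.91). The olm keeps larval traits, and of 16 listed genes of thyroid hormone signalling, 6 were measured, and the list did not pass in brain (median -0.16, adjusted p = 0.889). Beside each 0 of limma in this paragraph, no other tool was run on single genes, and at an unadjusted p under 0.05 with the fold change above 2 the organs had 481 higher genes in lung and 962 in skin.

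Of the genes the paper discusses for selection, which was not analysed here, COL4A5, a chain of basement membrane collagen, had a log2 fold change of 1.39 in heart (adjusted p = 0.406, and 0.00845 with the spread taken within the 6 organs) and NDUFS4, a subunit of complex I, one of 1.09 in heart (adjusted p = 0.461). BASP1, a growth cone protein, had one of 2.51 in brain (adjusted p = 0.0604), with 712 ± 103 (SD, n = 2) normalized TPM in brain and 173 ± 138 (SD, n = 12) elsewhere, and passed without the p4, p5 or p6 liver sample (adjusted p = 0.0429, 0.0408 and 0.0459), with TPM as deposited (0.00296), after quantile normalization (0.0126) and with the spread taken within the 6 organs (0.00157). VIM, the intermediate filament of connective tissue, had one of 3.86 in lung (adjusted p = 0.0679), and passed without the p5 or p6 liver sample (adjusted p = 0.0321 and 0.0399), with a pseudocount of 5 (0.0345) and with the spread taken within the 6 organs (6.52e-05).

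Other splits of the samples were counted for the organs with 3 samples. For liver, 4 of 100 splits into 3 and 11 gave as many organ-specific genes as the real 373, the real one included. This lies 1 split under the bound set before the data were examined, and the highest other split gave 950. For lung, 4 of 100 gave as many as the real 134, the real one included, also 1 split under the bound, with the same highest other. That split joins both brain samples with the p4 heart sample, and its count of several times the real one points to a structure of the samples. Drawn splits can thus hold differences between organs, and counts this close to the bound do not exclude chance.

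Beyond the organs, 170 genes were associated with the animal of the titles at an adjusted p under 0.05 from limma, against 4 with the animals of Table S1, where 1921 passed at an unadjusted p under 0.05. In 1 of 100 assignments of animals within each organ, the real one, there were as many, and the highest other gave 64. A count as high as the real one was thus rare among the drawn assignments of all 14 samples. The assignments were not drawn again with a sample left out. The number fell to 28 without the p4 gut or the p5 liver sample and rose to 495 without the p6 lung sample, and every other sample left out moved it too, to between 30 and 113.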
